# Characterization of Transcriptional Complexity during Adipose Tissue Development in Bovines of Different Ages and Sexes

**DOI:** 10.1371/journal.pone.0101261

**Published:** 2014-07-01

**Authors:** Yang Zhou, Jiajie Sun, Congjun Li, Yanhong Wang, Lan Li, Hanfang Cai, Xianyong Lan, Chuzhao Lei, Xin Zhao, Hong Chen

## Abstract

**Background:**

Adipose tissue has long been recognized to play an extremely important role in development. In bovines, it not only serves a fundamental function but also plays a key role in the quality of beef and, consequently, has drawn much public attention. Age and sex are two key factors that affect the development of adipose tissue, and there has not yet been a global study detailing the effects of these two factors on expressional differences of adipose tissues.

**Results:**

In this study, total RNA from the back fat of fetal bovines, adult bulls, adult heifers and adult steers were used to construct libraries for Illumina next-generation sequencing. We detected the expression levels of 12,233 genes, with over 3,000 differently expressed genes when comparing fetal and adult patterns and an average of 1000 differently expressed genes when comparing adult patterns. Multiple Gene Ontology terms and pathways were found to be significantly enriched for these differentially expressed genes. Of the 12,233 detected genes, a total of 4,753 genes (38.85%) underwent alternative splicing events, and over 50% were specifically expressed in each library. Over 4,000 novel transcript units were discovered for one library, whereas only approximately 30% were considered to have coding ability, which supplied a large amount of information for the lncRNA study. Additionally, we detected 56,564 (fetal bovine), 65,154 (adult bull), 78,061 (adult heifer) and 86,965 (adult steer) putative single nucleotide polymorphisms located in coding regions of the four pooled libraries.

**Conclusion:**

Here, we present, for the first time, a complete dataset involving the spatial and temporal transcriptome of bovine adipose tissue using RNA-seq. These data will facilitate the understanding of the effects of age and sex on the development of adipose tissue and supply essential information towards further studies on the genomes of beef cattle and other related mammals.

## Introduction

The role of adipose tissue in development is extremely complex and important. In addition to providing insulation and mechanical support, adipose tissues have been traditionally defined as the major sites for the storage of surplus fuel, and they provide fuel to generate energy [1]. Recently, adipose tissue has been emerging as an active participant in the regulation of physiologic and pathologic processes [2]. Adipose tissue has been identified as a key component of the endocrine system and the immune system because many adipose-derived secreted products, including hormones and inflammatory cytokines, are detected in this tissue [3], [4]. In humans, the excessive growth of adipose tissue, also know as obesity, has long been known as an independent risk factor for human health conditions, such as myocardial infarction, stroke, type 2 diabetes mellitus, and certain cancers [5]–[7]. As the prevalence of obesity appears to be increasing on a global level, the role of adipose tissue in metabolic health conditions has gained significant attention. However, in cattle, adipose tissue is the most important tissue in lipid synthesis and not only serves in the aforementioned functions but also plays a key role in the quality of beef [8]. In Asia, snowflake beef is very popular for its beautiful texture and excellent taste, while it is considered to be healthier to eat beef with little fat in many other countries. Nevertheless, the amount of fat in beef is already of interest. To date, many in vitro studies have analyzed adipogenesis, and research progress has increased the knowledge of complex molecular mechanisms during development, but a systematic study of adipose tissue at the transcriptional level is necessary.

Age and sex are two key factors that can affect the development of white adipose tissue. During late gestation and the first postnatal weeks, white adipose tissue emerges and begins to further develop [9]. In the juvenile period, the degree of body fat mass is characterized by the number or size of fat cells or a combination of both [10]. After sexual maturation, the number of white adipose tissue cells is nearly stable, and the cause of increasing adipose tissue mass is mainly due to increased triglyceride accumulation [11]. Both testosterone and estrogen regulate the amount of white adipose tissue [12], [13]. Testosterone and dihydrotestosterone inhibit the adipogenic differentiation of preadipocytes by molecular mechanisms involving activation of the AR/β-catenin interaction [14]. In Heine's study, the absence of ERα caused adipocyte hyperplasia and hypertrophy in both sexes [12]. Furthermore, studies have shown that castration improves the fat deposition capability of males and that ovariectomy increases adipose deposition, which is then reversed by estrogen replacement [14]–[16]. In cattle, steers have a faster rate of fat deposition than bulls and show better marbling scores [17]. Therefore, by comparing the adipose tissues of individuals at various ages and sexes, we hope to identify differences in transcriptional expression profiles. These data would be a significant contribution towards the understanding of the development of adipose tissue and lipid accumulation and will therefore contribute to the study of obesity in humans and help to control the amount of fat in beef.

High-throughput sequencing of RNA (RNA-Seq) is an efficient way of mapping and quantifying transcriptomes and was developed to help analyze global gene expression in different tissues. In comparison to a microarray approach, which can be limited by the number of probes on the array, RNA-Seq analyzes all genes expressed in a given tissue [18]. Here, we constructed the transcriptional profile of bovine adipose tissue at a global level, compared the genes expressed in the subcutaneous adipose tissues of Chinese Qinchuan fetal bovines, adult bulls, adult heifers and adult steers, and analyzed the effects of age and sex on the expressional level of genes in adipose tissue. This study will provide essential information in support of further research on adipose tissue.

## Results

### RNA sequencing of bovine subcutaneous adipose tissues

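Subcutaneous adipose tissue of Qinchuan cattle, a Chinese breed, was taken from fetuses (ATFB), adult bulls (ATAB), adult heifers (ATAH) and adult steers, which are castrated males (ATAS). Tissue of 5 animals per group was pooled and sequenced as 1 library, so each group had 1 library, there were no replicates, and no difference between 2 libraries had a replicate check. The fetuses were 250 days old by the methods and 200 to 250 days old by the results and the sample labels. The adult cattle were 20 months old by the paper and 18 to 24 months old by the sample labels. The authors aligned the cleaned Illumina reads with SOAPaligner and counted the reads that matched once on 36373 UniGene clusters, each a group of transcript sequences with 1 sequence standing for it. They deposited these read counts without normalization, with the RPKM computed from them and the percent of each sequence covered by reads. The counted reads were 15.3 M in ATFB, 16.1 M in ATAB, 15.6 M in ATAH and 15.6 M in ATAS. Among clusters with reads, the median coverage of the sequence was 69.4% in ATFB, 69.2% in ATAB, 72.1% in ATAH and 72.0% in ATAS. The deposited counts name no genes, and symbols were taken from the accessions and descriptions in the authors' sequence file. A symbol was found for 5150 clusters with 35.0% of the reads, 8080 clusters with 34.5% of the reads had a description only, and 23143 clusters with 30.5% of the reads were unnamed expressed sequence tags. Genes without a named cluster, among them GAPDH, FABP4 and APOE, were not analysed here. Where 2 clusters shared a symbol, the one with more reads was taken. Chromosome positions were not given with the clusters and were not used here. Between 2 libraries, the reads of each cluster were compared by an exact two-sided binomial test, given the 2 library totals, with Benjamini-Hochberg adjustment, and a cluster was called at an FDR of 0.001 or less and a log2 ratio of RPKM of at least 1 in size. A test on the reads of 2 libraries compares those libraries, not the conditions. The 95% intervals of ratios were exact Clopper-Pearson intervals of the share of reads in 1 of the 2 libraries. A count of 0 was read as up to 3 reads, which on a sequence of 1 kb is 0.196 RPKM in ATFB and 0.186 RPKM in ATAB. Intervals and limits covered counting error only, since reads without molecular identifiers are not independent molecules.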

To obtain a global view of the bovine adipose tissue transcriptome, total RNA from the subcutaneous adipose tissues of fetal bovines, adult bulls, adult heifers and adult steers (ATFB, ATAB, ATAH and ATAS) were used to construct RNA libraries for Illumina sequencing. In total, we acquired an average of 27 billion clean reads from each library. Approximately 80% of the total reads uniquely mapped to the reference genome (http://hgdownload.soe.ucsc.edu/goldenPath/bosTau7/bigZips/bosTau7.fa.masked.gz). A total of 3% of sequences matched multiple positions in the reference genome, and 17% did not map to the reference genome (Table 1). Only the uniquely mapped reads were considered in this analysis. Gene expression level was calculated using the reads per kilobase transcriptome per million mapped reads (RPKM) method. To validate the RNA-Seq results, 15 genes that were uniquely or highly expressed in one of the four samples were selected and normalized to β-actin via the qRT-PCR method (Figure S1). 

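All 15 genes had a named cluster, with HBG read as HBG2 and FCGR2 as FCGR2B. HBG2 (Bt.102944, a fetal hemoglobin chain) had 2365 RPKM in ATFB, 0.730 in ATAB, 1.51 in ATAH and no read in ATAS. DLK1 (Bt.5223) had 566 RPKM in ATFB, no read in ATAB, 1.91 RPKM in ATAH and 0.911 in ATAS. ALAS2, COL11A1, IGF2BP3, ANGPTL7 and KRT13 also had their highest RPKM in ATFB, at 25.5, 21.8, 4.63, 5.23 and 6.94 RPKM. XIST (Bt.27713), the RNA of the inactive X chromosome, had 36.3 RPKM in ATFB and 28.1 in ATAH, against 0.193 in ATAB and 0.276 in ATAS. The Y-linked EIF2S3Y (Bt.103260) had 119 reads in ATAB and 111 in ATAS, which are 6.82 and 6.60 RPKM, and 0 reads in ATFB and ATAH. PENK was highest in ATAB at 3.80 RPKM, IGHG1 and FCGR2B in ATAH at 36.3 and 7.15 RPKM, and BOLA-DQA2 and SCG2 in ATAS at 19.1 and 14.2 RPKM. BOLA-DQA2 belongs to a family of similar genes, between which reads could be split, and its value is uncertain. CRABP1 had 2 clusters with opposite patterns. The cluster with more reads had 408 reads in ATFB, 2 in ATAB, 0 in ATAH and 15 in ATAS, and the other had 0, 40, 13 and 4 reads. ACTB, the reference gene of the qRT-PCR, ranged from 1592 RPKM in ATFB to 1924 in ATAH. The qRT-PCR values were not used here.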

We calculated the correlation efficiency of qRT-PCR and RNA-seq data using SPSS software (version 1.70), and the result (Figure 1) supported our sequence data (P<0.01, R = 0.83).

**Figure 1:**
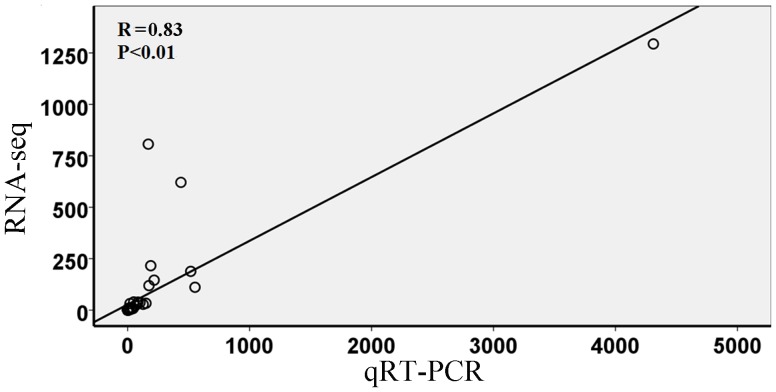
Verification of gene expression analysis by quantitative realtime PCR (qRT-PCR). Note: Individual gene expression ratios were calculated using RPKM data generated by RNA-seq and plotted against calculations done for the same gene using qRT-PCR.

**Table 1:** Summary of sequence read alignments to the reference genome.

	ADFB		ADAB		ADAH		ADAS	
Map to Genome	reads number	percentage	reads number	percentage	reads number	percentage	reads number	percentage
Total Reads	26565078	100.00%	27103680	100.00%	27023928	100.00%	26333936	100.00%
Total BasePairs	2390857020	100.00%	2439331200	100.00%	2432153520	100.00%	2370054240	100.00%
Total Mapped Reads	21937600	82.58%	22399630	82.64%	22812043	84.41%	21900722	83.17%
perfect match	14816158	55.77%	14342188	52.92%	16383118	60.62%	14730449	55.94%
≦5 bp mismatch	7121442	26.81%	8057442	29.73%	6428925	23.79%	7170273	27.23%
unique match	20448151	76.97%	21579397	79.62%	22044040	81.57%	21119926	80.20%
multi-position match	1489449	5.61%	820233	3.03%	768003	2.84%	780796	2.96%
Total Unmapped Reads	4627478	17.42%	4704050	17.36%	4211885	15.59%	4433214	16.83%

Note: ATFB: adipose tissues of fetal bovines; ATAB: adipose tissues of adult bulls; ATAS: adipose tissues of adult steers; ATAH: adipose tissues of adult heifers.

### Analysis of Gene Expression in Adipose tissue

In our study, we detected a total of 12,233 genes expressed in the four samples. 

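Every one of the 36373 clusters had at least 1 read in 1 of the libraries, and 26403 had a read in all 4. The authors gave no counts for 8991 further sequences. The counted clusters may thus be only those with a read, in which case the total of 36373 follows from how they were listed. Reads were found on 31236 clusters in ATFB, 31003 in ATAB, 31883 in ATAH and 31508 in ATAS. Counted by gene symbol, 5120 genes had a read in any library. These totals count clusters, several of which can belong to 1 gene when a transcript is represented by more than 1 unnamed sequence.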

To better categorize these genes, which presented differential expression levels, gene expression RPKM values were categorized into three groups: high (≥500 RPKM), medium (10 to 500 RPKM), and low (<10 RPKM) (Table 2). There were 184 (1.60%), 181 (1.58%), 169 (1.45%) and 167 (1.44%) genes highly expressed in ATFB, ATAB, ATAH and ATAS, respectively. 

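Counted over clusters with the deposited RPKM, 172 reached 500 RPKM in ATFB, 135 in ATAB, 107 in ATAH and 112 in ATAS, which is 0.551%, 0.435%, 0.336% and 0.355% of the clusters with reads. Between 10 and 500 RPKM lay 7770 clusters in ATFB, 7101 in ATAB, 8394 in ATAH and 8664 in ATAS. Under 10 RPKM lay 23294, 23767, 23382 and 22732 clusters in the same order. The setting that moved the high class most was 1 cluster per gene symbol, which left 35 genes in ATFB, 41 in ATAB, 34 in ATAH and 38 in ATAS, since it removes the clusters without a symbol. The 10 clusters with the most reads held 11.6% of the reads in ATFB, 16.7% in ATAB, 12.4% in ATAH and 8.56% in ATAS. The cluster with the most reads was COL1A1 in ATFB, SCD in ATAH and the unnamed Bt.100765 in ATAB and ATAS.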

Genes that are highly expressed in a specific tissue may be responsible for the basic metabolism and function of that tissue. 

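In all 4 libraries, 58 clusters had at least 500 RPKM. Of these, 44 were unnamed expressed sequence tags and 14 had a symbol, and 13 of the latter are genes of Table S1. Of the 58 clusters, 27 were higher in ATFB than in each adult library and 22 were lower than in each. Table S1 lists 109 genes, of which 22 had a named cluster, 4 of its 63 ribosomal protein genes and 18 of its other 46. RPL13A (Bt.49211) had 2119 RPKM in ATFB, 528 in ATAB, 438 in ATAH and 495 in ATAS. RPL19 (Bt.55679) had 1382, 431, 401 and 447 RPKM in the same order, and RPL36 (Bt.102342) had 1823, 659, 551 and 511 RPKM. RPL39 (Bt.67135) had 14 reads in ATFB and 2, 0 and 2 reads in the adult libraries, and was in no library above 500 RPKM. Ribosomal protein genes have many similar copies, and reads that matched more than 1 sequence were not counted.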

In the four expression patterns that were detected, 109 genes were expressed commonly, among which 63 genes were related to the protein components of ribosomes, and all of these genes were more highly expressed in ADFB than in the adipose tissue of adult cattle (Table S1). To ascertain the other potential functions of adipose tissue, we performed GO analysis for the other 46 genes. These results showed that those genes were involved in various cell component, molecular function and biological processes, and no GO term was significantly enriched (P<0.05) (Figure S2).

**Table 2:** RNA-Seq gene expression results for the four patterns of adipose tissues.

Category	ATFB	ATAB	ATHB	ATAS
Highly expressed genes♯	172	135	107	112
Medium expressed genes§	7,770	7,101	8,394	8,664
Lowly expressed genes∮	23,294	23,767	23,382	22,732
Total expressed genes	31,236	31,003	31,883	31,508
Unexpressed genes	5,137	5,370	4,490	4,865

Note: ATFB: adipose tissues of fetal bovines; ATAB: adipose tissues of adult bulls; ATAS: adipose tissues of adult steers; ATAH: adipose tissues of adult heifers.

♯ Gene expressional level ≥500 RPKM

§ Gene expressional level ranging from 10 to 500 RPKM

∮ Gene expressional level <10 RPKM.

Age plays an important role in the development of adipose tissue. We compared the expressional differences in adipose tissue between fetal bovine at 200∼250 days, at which time the white adipose tissue just emerges and its development starts, and adult cattle at 20 months, whose adipose tissue increases mainly due to the accumulation of triglycerides. In this study, the expression profiles of adipose tissue changed considerably from fetuses to adults. 

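Between ATFB and ATAB, 34096 clusters were tested and 7704 were called, 3243 higher in ATAB and 4461 lower. Between ATFB and ATAH, 8209 of 34589 clusters were called, 4810 higher in ATAH and 3399 lower. Between ATFB and ATAS, 8972 of 34474 clusters were called, 5345 higher in ATAS and 3627 lower. The called clusters carried 1378, 1689 and 1808 gene symbols in these 3 comparisons, and 4418, 4429 and 4906 of them were unnamed expressed sequence tags. The setting that moved these counts most was an edgeR exact test with an assumed biological coefficient of variation of 0.4, which called 184, 229 and 278 clusters. With edgeR TMM normalization factors, 53.2% of the calls between ATFB and ATAB were higher in ATAB, against 42.1% with the library totals. With 1 cluster per symbol, 63.5% of the calls were higher in ATAB, 75.2% in ATAH and 78.8% in ATAS, against 42.1%, 58.6% and 59.6% over all clusters. With ACTB as the scaling gene, these shares over all clusters fell to 29.4%, 42.7% and 46.0%. Among the named genes with at least 100 reads in 1 of the 2 libraries, the 2 with the largest rise from ATFB to ATAB were ATP12A, with 2 and 466 reads and at least 147-fold higher, and RAB3B, with a log2 ratio of 7.00. From ATFB to ATAH these were IGHG1, with 0 and 978 reads, and ATP12A, and from ATFB to ATAS they were PLXNA4, with a log2 ratio of 8.09, and IGHG1, with 0 and 701 reads. The largest falls were DLK1 and HBG2 from ATFB to ATAB and from ATFB to ATAS, and HBG2 and COL11A1 from ATFB to ATAH. HBG2 had 24526 reads in ATFB and 8, 16 and 0 reads in ATAB, ATAH and ATAS. IGHG1 is an immunoglobulin constant region, whose reads can be shared with similar genes, and its value is uncertain. ATFB had 0 reads of the Y-linked DDX3Y and OFD1Y, which had reads in ATAB and ATAS.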

There were 3,188, 4,167 and 3,903 genes differently expressed in ATAB, ATAS and ATAH compared to ATFB, respectively. We selected a total of 2,703 genes that were differentially expressed between the two stages using the edgeR method [19]. 

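The 4 libraries give 1 library of the fetal stage and 3 of the adult stage, and the adult libraries, which differ in sex and castration, give the only spread there is. The edgeR quasi-likelihood test on 25584 clusters gave 0 clusters at an FDR of 0.001 or less and an absolute log2 fold change of 1 or more. The smallest FDR was 0.00195, and 9580 clusters had an unadjusted p under 0.05. The biological coefficient of variation estimated over all clusters was 0.301. At an FDR threshold of 0.05, the same test called 4558 clusters, 2055 higher in ATFB and 2503 lower. The edgeR likelihood ratio test called 2362 clusters at an FDR of 0.001 or less, 1113 higher in ATFB and 1249 lower, and 2337 of the 2362 were also called in the same direction in each of the 3 comparisons of 1 adult library with ATFB. Those 3 comparisons together called 4687 clusters in the same direction, 2217 higher in ATFB and 2470 lower. With ACTB as the scaling gene they called 5137, 3296 higher in ATFB and 1841 lower. With 1 cluster per symbol they called 952, 225 higher in ATFB and 727 lower. Because the 3 comparisons share the ATFB library, unchanged libraries were simulated from the real means. With sampling of reads alone, the count that stands at 4687 above was 0. With a biological coefficient of variation of 0.4 it was 726 on average over 20 simulations (676 to 775). Without any test, 11280 clusters had an absolute log2 fold change of 1 or more, and with each adult library left out in turn the count stayed between 11134 and 11711.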

During development, sex is not only an important turning point in metabolism, but is also a key factor resulting in individual differences. To detect the effect of sex on adipose tissue development, we compared the expression profiles of adipose tissues in adult bulls, adult cows and adult steers at 20 months of age. 

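Between ATAB and ATAH, 1819 of 33887 clusters were called, 1403 higher in ATAH and 416 lower. With edgeR TMM normalization factors, 1421 clusters were called and 48.8% of them were higher in ATAH, against 77.1% with the library totals. The called clusters carried 383 gene symbols. The named genes with the largest rise from ATAB to ATAH were XIST, with 71 and 9978 reads (log2 ratio 7.19, 95% interval 6.85 to 7.54), and IGFBP1, with 0 and 238 reads, at least 82.2-fold higher. Those with the largest fall were the Y-linked DDX3Y, with 234 and 2 reads, and OFD1Y, with 125 and 0 reads.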

A total of 847 genes were found to differ significantly in expressional levels between ATAB and ATAH. 

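Between ATAB and ATAS, 2942 of 33724 clusters were called, 2313 higher in ATAS and 629 lower. Between ATAH and ATAS, 1021 of 34046 clusters were called, 518 higher in ATAS and 503 lower. The first count was 2.88 times the second. This ratio lay between 2.25 and 3.62 under 6 of the 7 settings set before the data were examined, and was 0.417 in the edgeR exact test with an assumed biological coefficient of variation of 0.4, which called 5 and 12 clusters. With edgeR TMM normalization factors, 49.2% of the calls between ATAB and ATAS were higher in ATAS, against 78.6% with the library totals. From ATAB to ATAS, the named genes with the largest rise were BOLA-DQA2, with 0 and 355 reads, and IGFBP1, with 0 and 124 reads, and those with the largest fall were PRG4, with a log2 ratio of -3.75, and RIMKLA, with -3.33. From ATAH to ATAS, the largest rises were DDX3Y, with 2 and 298 reads, and OFD1Y, with 0 and 293 reads, and the largest falls were XIST, with a log2 ratio of -6.67, and SOST, with -4.15.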

The number of DEGs between ATAS and ATAB (1,464 DEGs) was approximately three times higher than between ATAS and ATAH (495 DEGs). When mixed together, there were 57 genes differentially expressed among the three adipose tissues of adult cattle and 38 genes differentially expressed among all the four adipose tissues. 

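Called in all 3 comparisons between adult libraries were 103 clusters, and in all 6 comparisons among the 4 libraries 22 clusters. At least 1 comparison between adult libraries called 4011 clusters, and in unchanged libraries simulated with a biological coefficient of variation of 0.4 this number was 8605 on average (8443 to 8721), above the 4011 found. Each library takes part in several comparisons, so their calls overlap without any effect. In unchanged libraries simulated from the real means with sampling of reads alone, both overlaps were 0 in 20 simulations. With a biological coefficient of variation of 0.4 in the simulation, the overlap of the 3 adult comparisons was 128 clusters on average (109 to 147) and that of all 6 comparisons was 0.6 (0 to 2). That spread called more clusters between adult libraries than were found, so it is wider than these libraries show. The 128 is therefore no fair expectation for the 103 and cannot decide whether the 103 arose without any effect. With the edgeR exact test at the same coefficient, no cluster was called in all 3 comparisons between adult libraries.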

The distribution of differential expression genes among the four adipose tissues was shown in Figure 2.

**Figure 2:**
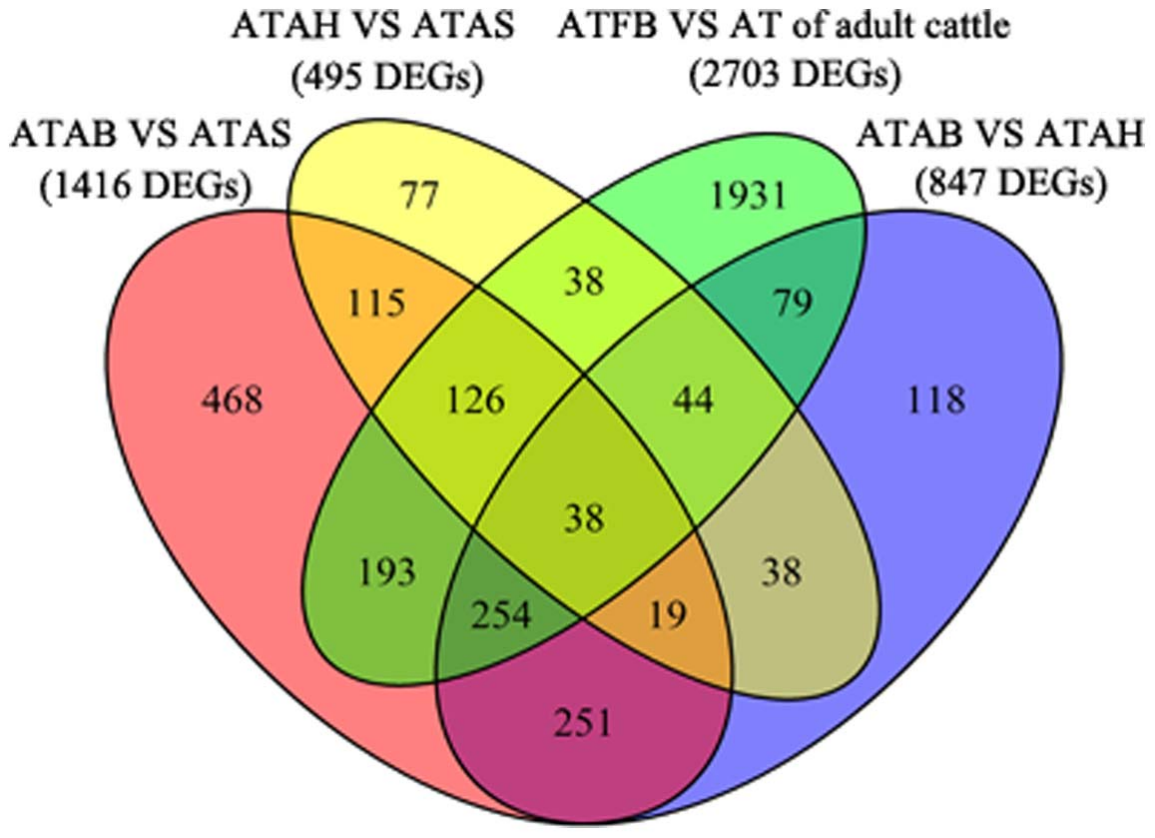
Distribution of differential expression genes among the four adipose tissues. Note: ATFB: adipose tissues of fetal bovines; ATAB: adipose tissues of adult bulls; ATAS: adipose tissues of adult steers; ATAH: adipose tissues of adult heifers; AT: adipose tissues

### Gene Ontology Analysis of the DEGs

To further investigate the biological processes associated with the 2,703 differentially expressed genes, we performed Gene Ontology (GO) analysis by running queries for each differentially expressed gene against the GO database, which provides information related to three ontologies: molecular function, cellular component, and biological process. First, we arranged GO analysis for DEGs between ATFB and adult bovine adipose tissue, and the results are shown in Table S2. In total, we found that 2979 GO terms were assigned to the DEGs, and among these genes, there were 251 GO terms corresponding to molecular function, 519 GO terms corresponding to cellular component and 2209 GO terms corresponding to biological process. Structural molecule activity and receptor activity were the only two significantly enriched molecular functions. In the cellular component category, 9 terms were significantly enriched (P<0.05). The four most significantly enriched GO terms included the structural constituents of ribosomes, followed by genes expressed in the extracellular region, ribonucleoprotein complex, extracellular matrix, and genes that are integral to membrane structures. In the case of biological processes, 22 GO terms were significantly enriched and were related to various processes, such as organ development, cell proliferation, and the immune system. Lipid metabolic processes were not found to be enriched significantly, with a comparatively low corrected P-value (0.053).

GO analysis was performed for DEGs between the adipose tissues of male and female cattle (Table S3–S5). When comparing ATAB and ATAS, we detected 2311 GO terms, including 193 GO terms in the molecular function category, 400 GO terms in the cellular component category and 1718 GO terms in the biological process category. In the molecular function category, GO terms for carbohydrate derivative binding and receptor activity were significantly enriched. There were 9 GO terms in the molecular function category that were significantly enriched, which were mostly related to the cell membrane, especially to the mitochondrial membrane. In the biological process category, we found 33 GO terms that were significantly enriched, including the GO terms that we expected, such as steroid hormone stimulus and response to lipids. Three GO terms related to cytokines were also significantly enriched.

When comparing ATAB and ATAH, we detected 1762 GO terms, including 148 GO terms in the molecular function category, 283 GO terms in the cellular component category and 1330 GO terms in the biological process category. In the molecular function category, there were 7 significantly enriched GO terms. Apart from the GO terms that were significantly enriched between ATAB and ATAS, cytokine activity, signal transducer activity, molecular transducer activity, motor activity and transmembrane signaling receptor activity were also significantly enriched. In the cellular component category, the DEGs that were most enriched included those categorized to the extracellular region. In the biological process category, we found 18 GO terms that were significantly enriched. Similar to the comparison between ATAB and ATAS, GO terms related to steroid hormone stimulus, response to lipids and cytokines were significantly enriched.

Comparing ATAH and ATAS, we detected 1310 GO terms, including 125 GO terms in the molecular function category, 215 GO terms in the cellular component category and 970 GO terms in the biological process category. In the molecular function category, the most significantly enriched were carbohydrate derivative binding, followed by oxidoreductase activity, transferase activity and cell surface binding. The DEGs were significantly enriched in cellular components of the extracellular matrix, intrinsic to membrane, extracellular region part and in the extracellular region. In the biological process category, 21 GO terms were significantly enriched. Compared to the other two comparisons between adipose tissues of adult bovine, GO terms related to steroid hormones were also included in the 21 GO terms, and more processes related to lipid metabolism were significantly enriched, including the following: fatty-acyl-CoA metabolic process, lipid metabolic process, neutral lipid metabolic process, acylglycerol metabolic process, acyl-CoA metabolic process, triglyceride metabolic process and regulation of the lipid biosynthetic process. The estrogen stimulus response process was also found to be significantly enriched, while no GO term related to cytokines was found to be significantly enriched.

### KEGG Pathway Analysis of the DEGs

Different genes usually cooperate with each other to exercise their biological functions. Pathway-based analysis helps to further understand the biological functions of genes. Overall, 228 pathways (17 pathways significantly enriched, P<0.05) were assigned to the DEGs in the comparison of ATFB and adipose tissue from adult bovines (Table S6). The most significantly enriched pathway was ribosomal. The PPAR signaling pathway, one the most important pathways related to the development of adipose tissue, was also found to be significantly enriched. Comparing ATAB and ATAS, 201 pathways (16 pathways significantly enriched, P<0.05) were assigned to the DEGs (Table S7). The pathway term showing the highest level of significance was type I diabetes mellitus, followed by oxidative phosphorylation, pathways in cancer, ECM-receptor interaction, proximal tubule bicarbonate reclamation, p53 signaling pathway, sphingolipid metabolism and cytokine-cytokine receptor interaction. Comparing ATAB and ATAH, we detected 183 pathways (13 pathways significantly enriched, P<0.05) assigned to the DEGs (Table S8). Type I diabetes mellitus and cytokine-cytokine receptor interaction were also among the significantly enriched pathways. In the comparison between ATAH and ATAS, there were 170 pathways (12 pathways significantly enriched, P<0.05) assigned to the DEGs (Table S9). Steroid biosynthesis, instead of type I diabetes mellitus, was the most significantly enriched pathway. Furthermore, biosynthesis of unsaturated fatty acids, fatty acid elongation and the PPAR signaling pathway also showed significance in our analysis.

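Pathway enrichment was not analysed here. A list of 21 sterol biosynthesis genes, including INSIG1, which is controlled by sterol supply, was fixed before the data were examined, and all 21 had a named cluster. All 21 were lower in ATAS than in ATAH, and 15 were called lower. Their median log2 ratio of ATAS to ATAH was -1.38, below every one of 10000 random lists of the same size matched on mean expression, whose central 95% lay between -0.03 and 0.28. HMGCS1 (Bt.49542) had 73.8 RPKM in ATAH and 7.26 in ATAS, a log2 ratio of -3.34 (95% interval -3.47 to -3.22), the largest fall of the list. The log2 ratio was -2.93 for INSIG1 (Bt.24614) and -2.30 for IDI1 (Bt.3764). HSD17B7 (Bt.30632) was among the genes not called, with a log2 ratio of -0.62. These lower values were found in 1 library of pooled animals against another.

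**Figure D1:**
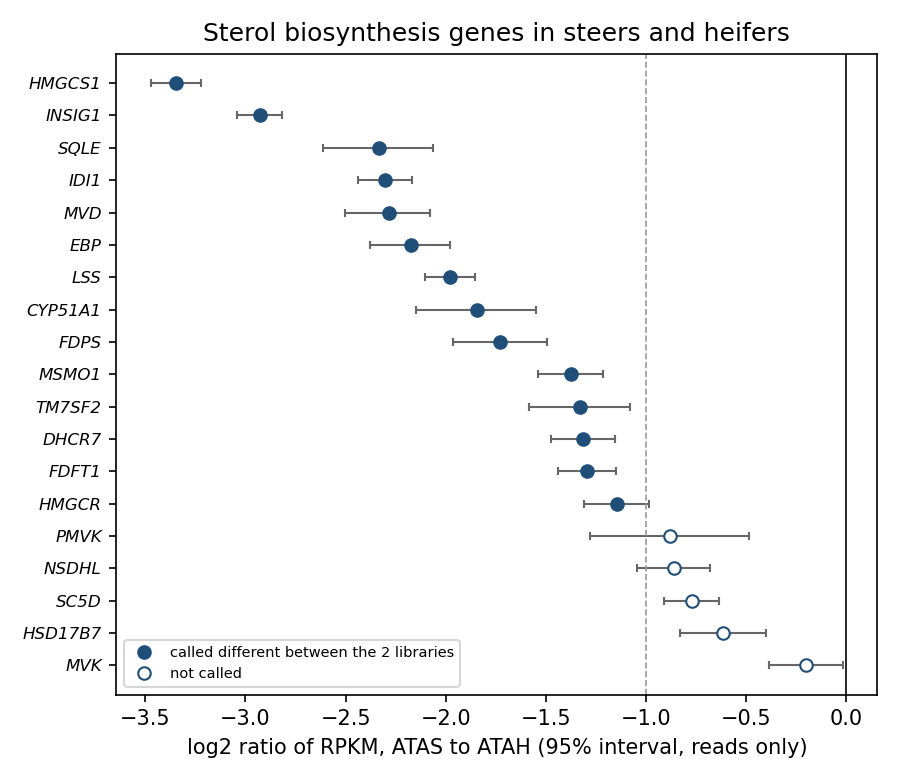
Log2 ratio of RPKM of ATAS to ATAH for 19 of the 21 sterol biosynthesis genes, with 95% intervals from the reads alone; filled points are genes called different between the 2 libraries and the dashed line marks a log2 ratio of -1. The 19 genes shown lie below 0, from HMGCS1 at -3.34 to MVK at -0.20.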

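Among the genes of these processes with a named cluster, SCD (Bt.65021, the desaturase that makes monounsaturated fatty acids) had 5493 RPKM in ATAH and 2544 in ATAS, a log2 ratio of -1.11 (95% interval -1.12 to -1.10). FASN (Bt.30099) had 1324 and 599.6 RPKM, a log2 ratio of -1.14. The elongase ELOVL5 (Bt.8419) had 152 and 60.1 RPKM, a log2 ratio of -1.33. These 3 genes were called lower in ATAS. They were not the only genes of fatty acid synthesis with a fall. ACLY (Bt.41387) had 277 RPKM in ATAH and 27.6 in ATAS, and THRSP (Bt.65598) had 1456 and 597 RPKM. FADS2 (Bt.3891) and ACSL1 (Bt.46096) were also lower in ATAS, with log2 ratios of -0.79 and -0.96, and were not called, because their ratios stayed under the threshold in size. LPIN1 (Bt.77412) went the other way, from 118 RPKM in ATAH to 291 in ATAS, a log2 ratio of 1.31, and was called. FADS1, ELOVL6, ACACA and GPAM had no named cluster and were not analysed here.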

### Differential alternative splicing in adipose tissue

The study of alternative splicing (AS) has long been a valuable subfield of molecular biology, but this subfield was not given enough attention until recent years. AS plays a major role in the generation of proteomic and functional complexity in higher organisms [20]. In our data, we detected 12,233 genes, of which up to 4,753 genes underwent AS events. Therefore, in total, approximately 38.85% of the genes in adipose tissues were found to be alternatively spliced in our study. However, single-sample analysis showed that more than 50% of the AS events were specifically expressed in the adipose tissues we studied, thereby indicating a strong association of these AS events with the regulation of adipose tissues in specific physiological environments. Taking this phenomenon into consideration, it must be noted that the number of genes that underwent AS events in adipose tissues may have been far higher than 4,753 because a single tissue can encounter various physiological environments during development. These data suggested a major role for AS in contributing to the complexity of gene expression in adipose tissue.

To identify the types of AS mechanisms being used by genes expressed in adipose tissues, we conducted an analysis of AS events in the four types of adipose tissue (Figure 3). All seven known types of AS models were found in ATAB. These seven types included exon skipping (ES), intron retention (IR), alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), alternative first exons (AFE), alternative last exons (ALE) and mutually exclusive exons (MXE). In the other three adipose tissues, there were six known types of AS models. Here, no AS events were categorized as the mutually exclusive exon model, and this type of AS was only found twice in ATAB. Almost all AS events in the four adipose tissues belonged to the four models: ES, IR, A5SS, A3SS, and only a few AS events occurred in the other three models. However, analysis of the distributions of the main four AS models highlighted a few differences between ADFB and the adipose tissue of adult cattle: ES and A3SS had a comparative advantage in ADFB, while IR and A3SS were more abundant than ER and A5SS in ADAC.

**Figure 3:**
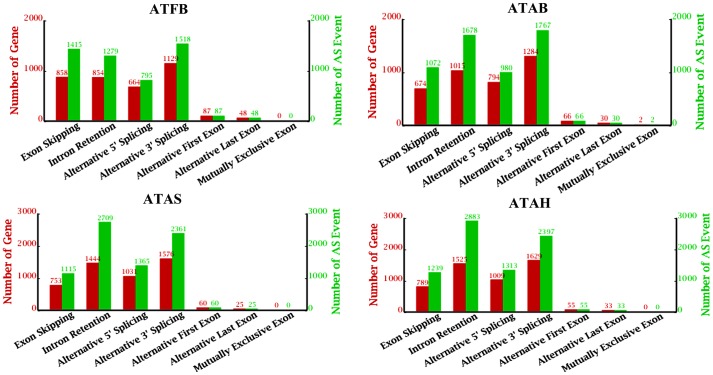
Statistic charts of alternative splicing events and genes in the four adipose tissues. Note: ATFB: adipose tissues of fetal bovines; ATAB: adipose tissues of adult bulls; ATAS: adipose tissues of adult steers; ATAH: adipose tissues of adult heifers.

### Identification of novel transcribed units

The current gene annotation is almost exclusively based on gene prediction programs that detect protein coding regions and do not include gene coding for small proteins (<100 codons) [21]. Non-coding RNAs (ncRNAs) appear to comprise a hidden layer of internal signals that control various levels of gene expression in physiology and development [22]. However, very few ncRNAs, with the exception of microRNAs, have been found and analyzed in adipose tissue to date. To identify novel transcription units, we compared the distribution of assembled reads with the annotation of reference genes using stringent criteria. In total, 4,020, 4,539, 4,713, and 4,183 novel transcription units (NTUs) were found in ATAB, ATAS, ATAH, and ATAF, respectively. The Coding Potential Calculator was used to predict the coding ability of the NTUs. The majority of the NTUs were not expected to encode proteins, and only approximately 30% of the NTUs were considered to have coding ability. Of the NTUs with coding ability, 45, 43, 46, and 31 NTUs had fewer than 100 codons in ATAB, ATAS, ATAH, and ATAF, respectively. Next, we analyzed the distribution of all of the NTUs. First, the increase in the number of NTUs per 1,500 bp was calculated and suggested two basic clusters of tendency according to the coding ability of the NTUs. In table 3, the numbers of NTUs under 1,500 bp both with and without coding ability occupied over 50% in the four samples and decreased as an index per 1,500 bp. This illustrated that both NTUs with and without coding ability were enriched under1,500 bp and that the main difference in the numbers of the two types of NTUs was also concentrated in this range.

**Table 3:** Distributions of the novel transcript units with and without coding ability.

Length (bp)	Number of NTUs with coding ability				Number of NTUs without coding ability			
	ATFB	ATAB	ATAH	ATAS	ATFB	ATAB	ATAH	ATAS
<1,500	578	684	730	674	1937	1572	1711	1626
1,500–3,000	263	319	362	354	793	640	723	688
3,000–4,500	137	175	243	243	287	246	372	360
4,500–6,000	43	104	126	129	81	133	194	204
6,000–7,500	9	38	62	72	29	55	76	85
7,500–9,000	5	19	30	21	8	10	31	29
9,000–10,500	2	7	9	11	7	12	20	21
10,500–12,000	0	2	5	7	0	2	6	3
12,000–13,500	2	1	2	3	0	0	4	3
13,500–15,000	0	0	0	2	0	0	0	2
15,000–16,500	0	0	0	0	0	1	1	0
16,500–18,000	0	0	0	0	1	0	0	1
18,000–19,500	0	0	0	0	0	0	2	0

Note: ATFB: adipose tissues of fetal bovines; ATAB: adipose tissues of adult bulls; ATAS: adipose tissues of adult steers; ATAH: adipose tissues of adult heifer.

### Detecting SNP Variants in Pooled Transcriptome Samples by RNA-Seq

RNA-seq has been shown to be an efficient way to detect SNP variants on a large scale at the mRNA level. In bovine milk, Angela Cánovas and his colleagues discovered 100,734 SNPs in Holstein samples using RNA-seq and validated these results by Sanger sequencing technologies, which confirmed that RNA-Seq technology is an efficient and cost-effective method to identify SNPs in transcribed regions [23]. In our study, to detect the SNPs at the transcriptome level, we applied SOAPsnp software and detected 56,564, 65,154, 78,061 and 86,965 putative SNPs in ATFB, ATAB, ATAH and ATAS, respectively. These results are shown in Table_S10 to Table_S13.

## Discussion

To date, the RNA-Seq method has been widely used to detect DEGs between two compared patterns or gene expression patterns, NTUs, AS events and SNPs for a single tissue or cell lines. In bovines, the profiles of milk and mammary tissue at different stages of lactation and the profiles of muscle at different stages were recently collected and compared using the RNA-Seq method [24]–[26]. However, our current knowledge on the development of bovine adipose tissue has been limited. Age and sex are two key factors that affect the development of white adipose tissue. Herein, we present, for the first time, a complete dataset detailing the spatial and temporal transcriptome of bovine adipose tissue using RNA-seq.

White adipose tissue has long been widely recognized as the major site for the storage of surplus fuel or fuel to generate energy. In our study, we found 109 genes expressed over 500 RPKM, among which 63 genes were relative to protein components of ribosomes. Ribosome proteins are responsible for the basic biochemistry of protein synthesis. To date, over 30 adipokines have been found in white adipose tissue, most of which are proteins [2], [27], [28]. This finding illustrates that adipose tissue may not only store surplus fuel but may also be an extremely active tissue for protein metabolism. Several genes related to lipid metabolism were found, including GAPDH, APOE and FABP4. Notably, GAPDH, a common housekeeping gene, was expressed at significantly different levels between ATFB (3308.42 RPKM) and both ATAC (1403.75 RPKM) and ATAS (1127.50 RPKM). To confirm this, we validated the GAPDH expression levels in the four samples using qPCR method. The result showed that the GAPDH expression levels in all the adult samples were significantly lower (P<0.05) than the fetal sample and no significant difference was seen among adult samples (Figure 4). Those suggested that GAPDH may not be used as a housekeeping gene in adipose tissue over different stages while also supporting the critical role of GAPDH in adipose tissue.

**Figure 4:**
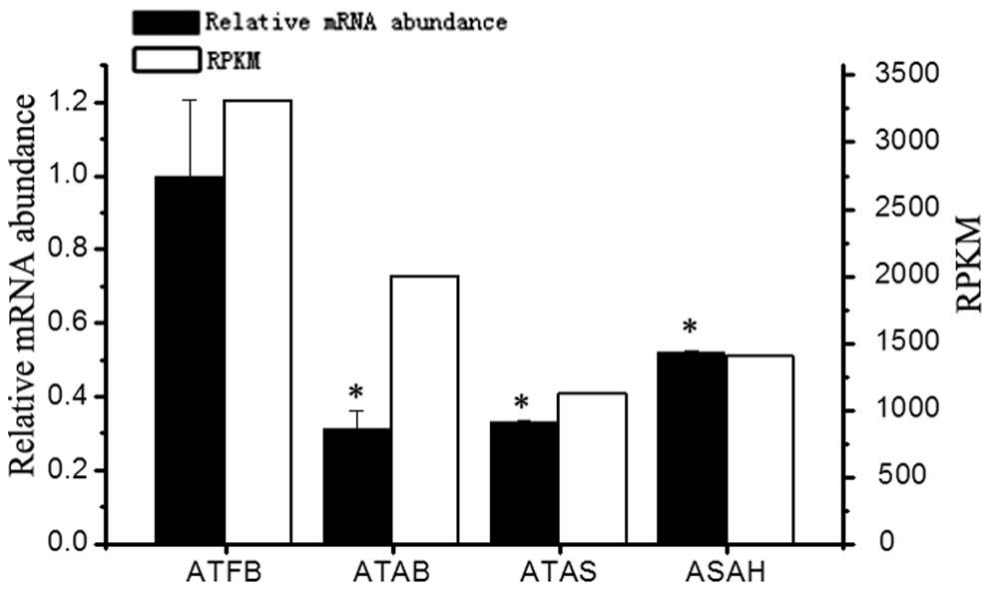
The expression of GAPDH in the four adipose tissues detected by RT-qPCR and RNA-seq. Note: ATFB: adipose tissues of fetal bovines; ATAB: adipose tissues of adult bulls; ATAS: adipose tissues of adult steers; ATAH: adipose tissues of adult heifers. *: P<0.05

The number of DEGs changed considerably from fetuses to adults in our study. We performed GO and pathway analysis for the DEGs. Organ development and cell proliferation were the two most significantly enriched biological processes. 

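GO enrichment was not analysed here. For cell proliferation, a list of 12 cell cycle and DNA replication genes was fixed before the data were examined, and 10 had a named cluster. All 10 were lower in ATAH and in ATAS than in ATFB, with median log2 ratios of -1.75 and -1.77, and 9 were called lower in each. In ATAB, 9 of the 10 were lower than in ATFB, with a median log2 ratio of -0.92, and 2 were called lower, against 0 with edgeR TMM normalization factors and 6 with ACTB as the scaling gene. The median lay below all 10000 random lists matched on mean expression for ATAH and ATAS and at percentile 0.13 for ATAB. PCNA (Bt.52764) had 32.0 RPKM in ATFB, 14.4 in ATAB, 11.7 in ATAH and 12.7 in ATAS. MKI67 (Bt.26376) was the exception in ATAB, with 1.53 RPKM in ATFB and 3.72 in ATAB, against 0.958 in ATAH and 1.46 in ATAS.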

He et al compared the muscle profiles between newborn and 30 month cattle, and the most important enriched biological processes were found to be related to developmental process and multicellular organism development [26]. The development and function of one tissue type is perfected with increasing age. Both of the most significantly enriched cellular components and pathways were related to ribosomes. Additionally, the 63 highly expressed genes related to the protein components of ribosomes showed an absolute accordance in that their expression levels were all reduced in the adipose tissue of fetuses compared to adults (Figure 5). These data suggest that protein synthesis in bovine adipose tissue may be more active in fetuses than in adults. 

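Of the ribosomal protein genes that the paper lists, too few had a named cluster for a test of the list, so the clusters were also searched by description, a choice made after the data were seen. This gave 26 clusters described as a cytosolic ribosomal protein, of which 13 had at least 100 reads over the 4 libraries. All 13 were higher in ATFB than in ATAH and than in ATAS, with median log2 ratios of 1.87 and 1.89, and 12 of the 13 were higher in ATFB than in ATAB, with a median of 1.68. The exception had a log2 ratio of -0.18 of ATFB to ATAB with the library totals, -0.36 with edgeR TMM normalization factors and 0.05 with ACTB as the scaling gene. These medians lay above all 10000 random lists of 13 clusters matched on mean expression. From the expression of the ribosomal protein genes and the enriched terms and pathways, the paper proposes that protein synthesis in this tissue is more active in fetuses than in adults.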

The well known transcription factor PPARG, along with members of the C/EBP, STAT, SREBP, KLF AP-1 families, has been shown to play a positive role in the development of white adipose tissue [29]. We analyzed the 18 genes involved in those important families, among which, 12 genes demonstrated an upward trend from fetuses to adults (Figure 6). 

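The transcription factors drawn in Figure 6 are 11 genes in the list used here, as read from the figure. Of these, 9 had a named cluster, and CEBPB and PPARG had none. The paper cites this figure where it reports that most of the genes it analysed rose from fetuses to adults. The list may thus hold genes chosen because they rose in these same libraries. All 9 were higher in each adult library than in ATFB with the library totals. Genes of these families outside the list went both ways. CEBPD had 447 RPKM in ATFB, 96.4 in ATAB, 216 in ATAH and 278 in ATAS. KLF9 had 18.3, 35.5, 64.2 and 90.2 RPKM in the same order. With edgeR TMM normalization factors and with ACTB as the scaling gene, SREBF2 was not higher in ATAS, with log2 ratios of -0.00 and -0.14 against 0.12 with the totals. CEBPA (Bt.4332) had 13.0 RPKM in ATFB, 54.7 in ATAB, 72.1 in ATAH and 61.6 in ATAS and was called in all 3 comparisons. FOS (Bt.52605) and FOSB (Bt.52251) were also called in all 3, with log2 ratios to ATFB of 2.13, 3.46 and 3.79 for FOS and 2.74, 4.91 and 4.58 for FOSB in ATAB, ATAH and ATAS. KLF6 (Bt.111439) was called in ATAH and ATAS, at 1.04 and 1.12, and fell under the threshold in both with ACTB as the scaling gene. With edgeR TMM normalization factors KLF6 fell under it in ATAH, at 0.938, and stayed just over it in ATAS, at 1.004. SREBF1 (Bt.15667) was called in ATAH alone, at 1.16, and was not called there with ACTB. JUN, STAT5A and STAT5B were not called in any comparison. With the reads of its 2 clusters added together, STAT5B was called in all 3. The median log2 ratio of the 9 genes was 0.70 in ATAB, 1.04 in ATAH and 0.99 in ATAS, at percentiles 91.9, 91.9 and 87.7 of 10000 random lists matched on mean expression. A list possibly drawn for rising cannot decide whether these families rise as a set. FOS, FOSB, JUN and KLF6 are also immediate-early genes, which are induced quickly by many stimuli, and each was higher in ATAH and ATAS than in ATAB.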

Apart from those genes, pathway analysis found that the insulin and PPAR signaling pathways were significantly associated with DEGs in both ATFB and the adipose tissues of adult cattle. The PPAR signaling pathway is regarded as an extremely important pathway in adipose tissue [30]. There were 22 genes in the PPAR signaling pathway that were significantly changed (Figure S3). The expression levels of the two major transcriptors (PPARG and PPARD) increased significantly in adipose tissue from the fetal period to adulthood. 

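PPARD (Bt.13264) had 6.45 RPKM in ATFB, 19.1 in ATAB, 26.4 in ATAH and 20.4 in ATAS. Its log2 ratios to ATFB were 1.57, 2.03 and 1.66, and it was called higher in each adult library. The edgeR quasi-likelihood test of ATFB against the 3 adult libraries gave PPARD an adjusted p of 0.0185, and the likelihood ratio test 0.000485. No cluster carried the symbol PPARG. PPARG was not analysed here.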

Genes related to cell survival, ubiquitination and adaptive thermogenesis processes were not found to differ significantly in expression level and were thus concluded to be important in the fundamental survival of adipose tissue. 

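Of a list of 12 adipocyte genes fixed before the data were examined, 10 had a named cluster. All 10 were higher in each adult library than in ATFB, with median log2 ratios of 2.73 in ATAB, 2.95 in ATAH and 2.57 in ATAS, and all 10 were called in ATAB and ATAH and 8 in ATAS. Among 10000 random lists matched on mean expression, these medians lay at percentile 100 in ATAB and 99.97 or higher in the other 2 libraries. Leptin (LEP, Bt.1939) had 3.24 RPKM in ATFB, 128 in ATAB, 118 in ATAH and 74.8 in ATAS. Adiponectin (ADIPOQ, Bt.109637) had 261, 982, 1150.1 and 1498 RPKM in the same order, and the lipase gene LIPE (Bt.28410) had 39.9, 505, 767 and 1024 RPKM. LPL and CIDEA were not called in ATAS, with log2 ratios to ATFB of 0.76 and 0.69.

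**Figure D2:**
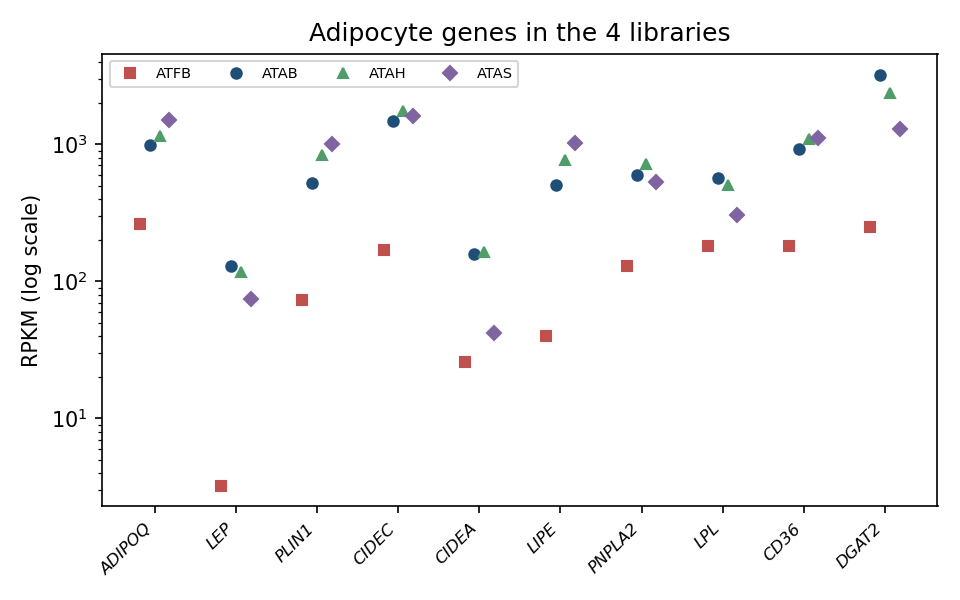
RPKM, on a log scale, of the 10 adipocyte genes in ATFB, ATAB, ATAH and ATAS, with 1 point for each library. Each gene is lowest in ATFB, and LEP spans the widest range, from 3.24 to 128 RPKM.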

The expression of genes related to lipid metabolism, adipocyte differentiation and gluconeogenesis were mostly up-regulated. In the lipid transport process, Apo-AI and Apo-AII, which are known to contribute to lipid storage, were down-regulated in adipose tissue from adult bovines. 

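Genes of fatty acid synthesis were compared one by one, since 11 of a list of 15 had a named cluster. In the adult libraries FASN was higher than in ATFB by log2 ratios of 3.49 in ATAB, 3.26 in ATAH and 2.12 in ATAS. SCD had 177 RPKM in ATFB and 5557 in ATAB, with log2 ratios of 4.97, 4.96 and 3.85. THRSP (Bt.65598), which acts in lipid synthesis, rose from 31.3 RPKM in ATFB to 3188 in ATAB, 1456 in ATAH and 597 in ATAS. ACLY (Bt.41387) had log2 ratios of 2.53 in ATAB and 2.54 in ATAH and was called, but was lower in ATAS than in ATFB, at -0.79. That fall was not called with the library totals and was called with ACTB as the scaling gene, at -1.04. FADS2 was lower in each adult library than in ATFB, with log2 ratios of -1.09, -1.12 and -1.91, and its call in ATAB was lost with TMM factors, at -0.91. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p was 0.0319 for THRSP and 0.0523 for FASN.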

Taken together, these data suggest that lipid metabolism is more active in the adipose tissue of adult bovines than in fetal bovines.

**Figure 5:**
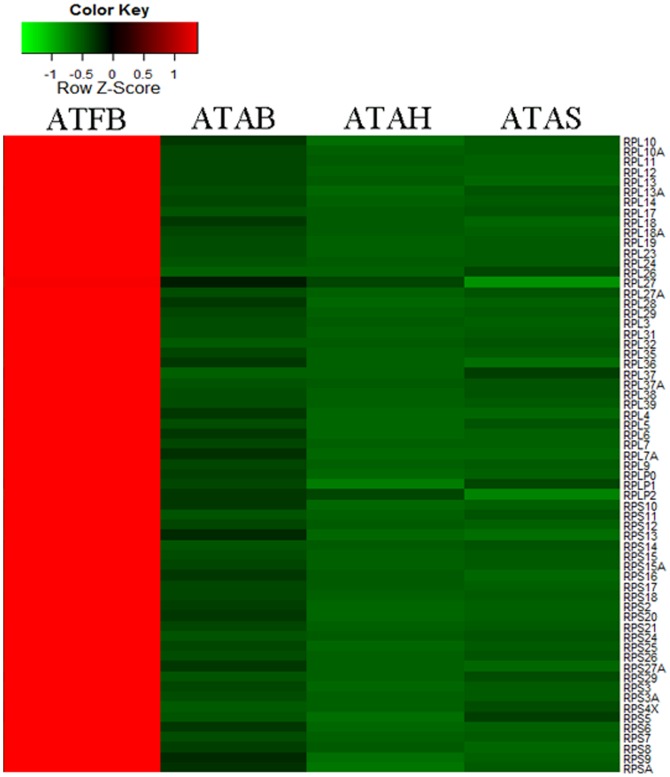
Changes of the expression levels of genes relative to the protein components of ribosome. Note: ATFB: adipose tissues of fetal bovines; ATAB: adipose tissues of adult bulls; ATAS: adipose tissues of adult steers; ATAH: adipose tissues of adult heifers.

**Figure 6:**
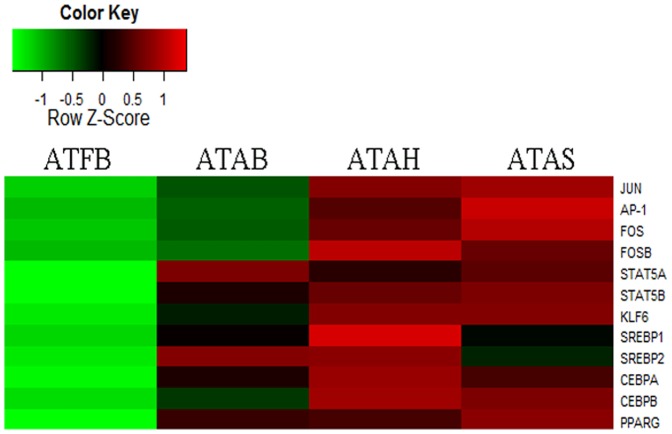
Changes of the expression levels of genes playing a positive role in the development of white adipose tissue. Note: ATFB: adipose tissues of fetal bovines; ATAB: adipose tissues of adult bulls; ATAS: adipose tissues of adult steers; ATAH: adipose tissues of adult heifers.

Studies of the differences between the adipose tissues of male and female adult cattle have mainly focused on comparing ATAB and ATAS because of the wide use of castration in cattle cultivation. However, it has been proven that both androgens and estrogens regulate the amount of white adipose tissue. Therefore, it is necessary to compare the genes expressed in ATAB, ATAS and ATAH. The number of DEGs between ATAH and ATAS was the least among the three comparisons, as this value was only one third of the number of DEGs between ATAB and ATAS. This result suggests that the gene expression profile in the adipose tissues of bulls following castration may change and become more like that of the expression profile in the adipose tissue of heifers. 

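The size of the differences was also measured without a test. Over the 8254 clusters with a mean of at least 10 RPKM in the 3 adult libraries, the median absolute log2 ratio was 0.236 between ATAH and ATAS, 0.315 between ATAB and ATAH and 0.432 between ATAB and ATAS. Resampling of the reads gave 95% intervals of 0.232 to 0.239, 0.310 to 0.318 and 0.428 to 0.437. Counting noise alone would give 0.0504, 0.0519 and 0.0517. Between ATAH and ATAS, 3.43% of these clusters differed by 2-fold or more, against 5.95% between ATAB and ATAH and 12.6% between ATAB and ATAS. With clusters down to a mean of 1 RPKM included, the distances were 0.303, 0.407 and 0.496, and with edgeR TMM normalization factors they were 0.232, 0.266 and 0.355. ATAH and ATAS were the closest pair under each of the 4 settings tried. No uncastrated sample of the steers was taken, and the spread between pools of 1 kind of animal is unknown. From the number of DEGs, the paper proposes that the expression profile of bulls becomes more like that of heifers after castration.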

GO and pathway analysis showed that 7 GO terms and 2 pathways related to lipid metabolism were significantly enriched, thereby demonstrating that lipid metabolism in ATAH and ATAS were dramatically different. Previous studies have proven that castration improves males' capability for fat deposition [31]. In our study, the steroid hormone stimulus response process and lipid response process were significantly enriched in the GO analysis for the DEGs between ATAB and ATAS. Castration reduced the production of testosterone, which combines with androgen receptor (AR) to fulfill its functions [32]. AR has been found in the adipose tissues of a wide range of species, including humans, mice, and cattle, where it has been shown that testosterone may directly effect the development of adipose tissue [33], [34]. Experiments with cultured adipocytes have also demonstrated the important functions of androgen in adipogenesis [35], [36]. However, found no significant difference in the expressional level of AR between ATAB and ATAS. Choi et al found that steers showed better marbling scores and better quality grades but also detected no difference between the AR mRNA levels in the adipose tissues of Korean bulls and steers [33]. Besides, estrogen receptor (ESR) was also expressed in the four adipose tissues whereas its expression level, just like ER, did not saw significant difference between ATAB and ATAS. Thus, the greater capacity for fat deposition in ATAS may be caused by a decrease of sex hormone rather than the decrease of their receptor levels.

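Of the 2 clusters named ESR1, the one with more reads (Bt.24926) had 486 reads in ATAB and 316 in ATAS, which are 9.09 and 6.13 RPKM. Its log2 ratio of ATAS to ATAB was -0.57 (95% interval -0.78 to -0.36), with an FDR of 3.03e-07 in the exact binomial test on the reads of the 2 libraries, and it was not called because the ratio stayed under 1 in size. With the reads of the 2 ESR1 clusters added together, the log2 ratio of ATAS to ATAB was -0.39. With edgeR TMM normalization factors, that of Bt.24926 was -0.86, still under 1 in size. The same cluster had 1.54 RPKM in ATFB and 6.97 in ATAH. ESR2 had no named cluster and was not analysed here. From receptor levels, the paper proposes that a decrease of sex hormone, rather than of its receptors, lies behind the fat deposition of steers.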

As the most important tissue for lipid synthesis in cattle, adipose tissues are also regarded as an active endocrine organ. The integrated relationship between endocrine function and obesity is currently a subject of much research interest [37]. The leptin protein, one of the most abundant adipokines in adipose tissues, is central to the regulation of energy metabolism in mammals [38]. Furthermore, inflammatory markers, such as C-reactive protein (CRP) and IL-6, are found at higher levels in obese individuals than in lean subjects [39], [40]. In our study, GO terms and pathways related to cytokines were significantly enriched for the DEGs between the three adipose tissues of adult cattle. We analyzed the mRNA expression levels of 32 adipocyte-derived proteins and found that 8 genes (VEGFA, AGT, C3, NAMPT, IL6, IL10, CCL2 and IL1RN) exhibited significantly different expression among the three adult adipose tissue patterns (Figure 7). All 8 adipokines exhibited significantly higher expression in ATAS than ATAB. Therefore, we suggest that adipokines may play some role in the differential regulation of adipose tissue development in male and female cattle sexes.

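Of the 8 genes, VEGFA, AGT, C3 and NAMPT had a named cluster, and the other 4 were not analysed here. VEGFA (Bt.4138) had 40.4 RPKM in ATAB, 93.5 in ATAH and 257 in ATAS, a log2 ratio of ATAS to ATAB of 2.67 (95% interval 2.57 to 2.77). AGT (Bt.14715) had 3.70, 15.0 and 26.1 RPKM in the same order and a log2 ratio of 2.82. C3 (Bt.19562) had 10.1, 59.2 and 86.5 RPKM and a log2 ratio of 3.10. These 3 genes were called higher in ATAS than in ATAB, and also higher in ATAH than in ATAB, although VEGFA lost the latter call with edgeR TMM normalization factors, at 0.93. NAMPT (Bt.33608) had 9.78, 17.1 and 18.9 RPKM. Its log2 ratio of ATAS to ATAB was 0.95 (95% interval 0.83 to 1.08), and it was not called.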

**Figure 7:**
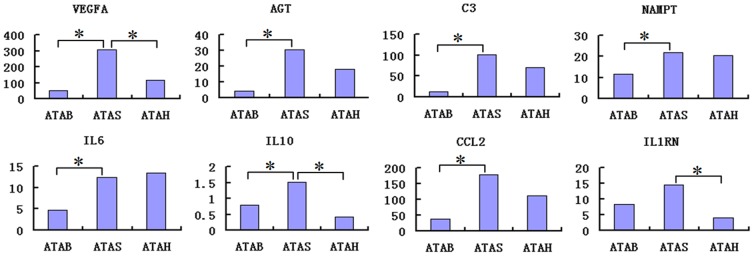
Changes of the expression levels of genes relative to adipocyte-derived proteins in adipose tissue of adult cattle. Note: Y-axis: expression level (RPKM); ATFB: adipose tissues of fetal bovines; ATAB: adipose tissues of adult bulls; ATAS: adipose tissues of adult steers; ATAH: adipose tissues of adult heifers.

In adipose tissue, only several alternatively spliced genes have been studied so far. The study of alternative splicing has long been a valuable subfield of molecular biology, and it is considered to be a key factor underlying increased cellular and functional complexity in higher eukaryotes [41]. Based on deep sequencing methodologies, current estimates indicate that more than 90% of human genes have at least two transcript isoforms [42]. This result presents a very good reference for AS events that occur in adipose tissue. However, it is worth noting that a considerable number of AS events exist uniquely in different tissues, resulting in various gene functions in different tissues. As the master regulator of adipogenesis, PPARG is expressed as two isoforms, PPARG1 and PPARG2. PPARG1 is expressed in many tissues, whereas PPARG2 expression is restricted almost exclusively to adipose tissue [43]. Pan's mRNA-Seq datasets for the whole brain, cerebral cortex, heart, skeletal muscle, lung and liver showed that each tissue dataset contributed between 18% and 31% of the detected known junctions and that many of the splice junctions were tissue-specific [44]. This version is not limited to mammals. In rice, the expression analysis of alternative splicing showed that 59% of the AS events were organ-specific, indicating a strong association of AS events with organ-specific regulation [44]. In our study, a strong association of AS events with adipose tissues of specific ages and sexes were also detected, with more than 50% of the AS events specifically expressed in each pattern. This means not only that a variety of AS events occurred in different tissues but that there is complexity in the regulation of their development through the expression of different isoforms in different physiological environments. Therefore, it is essential and urgent to distinguish the function of one gene from those of its various transcript isoforms to better understand the molecular mechanisms of adipose tissue development.

We also supplied a large amount of data regarding both NTUs and SNPs in adipose tissue, which will contribute to further understanding of its development and functions. Long non-coding RNAs (lncRNAs) are RNAs without coding ability that exceed 200 bp in length [45]. Recently, lncRNAs have emerged as a new paradigm in epigenetic remodeling [46]. It has been demonstrated that lncRNAs are essential regulators of a variety of biological processes [47]–[50]. To date, the global expression patterns of lncRNAs in adipose tissues have not been explored. In this study, numerous NTUs were detected, and two-thirds of these NTUs were considered to lack coding ability. Our study provides an abundant resource for the further study of lncRNAs in adipose tissue.

In conclusion, we analyzed the expression profiles of bovine subcutaneous adipose tissue samples taken at different ages and sexes for the first time. A huge number of DEGs for each compared-pair, AS events, NTUs and SNPs were detected in adipose tissue. We described the effects of age and sex on the development of adipose tissue using GO and pathway analysis. By comparing adipose tissues at different stages, we found that protein synthesis was more active in ATFB, whereas lipid metabolism was more active in the adipose tissues of adult bovines. As for the affect of sex, we conjectured that adipokines may be one of the factors responsible for the different development of adipose tissue in different sexes. We also analyzed the distributions of AS events, NTUs and SNPs, along with the analysis of DEGs, which not only revealed new and old information regarding bovine adipose tissue development but also supplied a new understanding of adipose tissue at a molecule level.

## Methods

### Ethics statement

All animals in this study were approved by Institutional Animal Care and Use Committee (IACUC) of Northwest A&F University and Qinbao Animal Husbandry Co., Ltd, respectively. All surgery was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering. Bovine embryos of slaughtered cows were collected from the Tumen abattoir, a local slaughterhouse of Xi'an, P.R. China. Heifers, bulls, and steers were obtained from Shanxi Kingbull Livestock Co., Ltd.

### Sample collection and RNA sequencing

Bovine embryos at approximately 250 days (gestation period 280 days) were collected from the reproductive tracts of slaughtered cows. The adult animals were kept in free-stall housing, fed total mixed ration, and slaughtered at 20 months. In this study, five bovine embryos, five adult cows, five adult bulls, and five adult steers of Qinchuan cattle were selected. The subcutaneous adipose tissues were collected immediately after the cattle were slaughtered, snap-frozen in liquid nitrogen, and stored at −80°C until use.

Using the above samples, we constructed four pooled RNA libraries. Total RNA was extracted from adipose tissues using the Trizol method according to the manufacturer's instructions (TaKaRa, Dalian, China). The RNA was treated with DNase I for 30 min at 37°C to remove residual DNA. Then, poly(A) mRNA was isolated using beads with oligo(dT). The purified mRNA was first fragmented to approximately 200 nt fragments using the RNA fragmentation kit. First-strand cDNA synthesis was performed using random hexamer primers and reverse transcriptase. The first strand cDNA was synthesized using the mRNA fragments as templates. After the first strand was synthesized, a custom second strand primer and strand synthesis buffer (Illumina) were both added, followed by dNTPs, RNase H and DNA polymerase I to nick translate the second-strand. The DNA product was then purified using a QiaQuick PCR column and eluted in EB buffer; the samples were then subjected to end repair, addition of a single A base, adaptor ligation, agarose gel isolation of approximately 200 nt cDNA, and PCR amplification. Then, the cDNA libraries were prepared according to Illumina's protocols and sequenced on the Illumina platform in BGI, Shenzhen, China.

### Read Mapping on the Bovine Reference Genome and Data Analysis

After the 3′ adaptor sequence was cleared away and redundant and low-quality reads were removed, the clean reads were aligned to the reference genome (http://hgdownload.soe.ucsc.edu/goldenPath/bosTau7/bigZips/bosTau7.fa.masked.gz) for assembly. Clean reads were 100% matched to the reference genome using the SOAPaligner program by not allowing any mismatches in reads. For the reads that could not be aligned with the reference sequences, we performed the SOAP alignment again while allowing less than 3 bp mismatches in the reads. A similar strategy was used to filter the unique sequence reads and multi-position reads. The gene expression level was normalized by calculating the number of reads per kilobase transcriptome per million mapped reads (RPKM) method. We calculated the fold change and P-value [decided by controlling the false discovery rate (FDR)] of each gene in two samples. Finally, the following criteria were used to judge the significance of gene expression difference: (1) Log2Ratio≥1 and (2) FDR≤0.001 [51]. All the basic data series were submitted to National Center for Biotechnology Information Gene Expression Omnibus with accession number GSE47653.

### Gene ontology and pathway enrichment analysis of DEGs

Gene ontology (GO) is an international standard gene functional classification system [52]. We first mapped the differentially expressed genes (DEGs) to GO terms in the database (http://www.geneontology.org/) to calculate gene numbers for every term and then used the corrected P-value≤0.05 as a threshold to find significantly enriched GO terms in the input list of DEGs. The P-value formula was as follows:
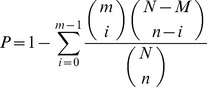
where N is the number of all genes with GO annotation; n is the number of DEGs in N; M is the number of all genes annotated to certain GO terms; and m is the number of DEGs in M. The calculated P-value was subjected to Bonferroni correction [50].

Next, KEGG (http://www.genome.jp/kegg/) was used to perform a pathway enrichment analysis of DEGs [53]. The calculation formula was the same as that in the GO analysis. Here, N is the number of all genes with KEGG annotation, n is the number of DEGs in N, M is the number of genes annotated to a specific pathway, and m is the number of DEGs in M. Biological pathways with an FDR≤0.05 were considered significant.

### Identification of novel transcribed units

To discover novel transcribed regions, we compared our assembled transcripts and annotated genomic transcripts from a reference annotated sequence. The assembled transcripts that did not align with the reference transcripts were then aligned with the reference genome. To be defined as a novel transcript, an assembled transcript must meet three requirements: (a) the transcript must be at least 200 bp away from an annotated gene, (b) the transcript has a length of over 180 bp, and (c) the sequencing depth is no less than 2. After discovering novel transcripts, we used the Coding Potential Calculator (CPC, http://cpc.cbi.pku.edu.cn/) to assess the protein-coding potential of the novel units.

### Analysis of alternative splicing

We used the SOAPsplice software to detect alternative splicing (AS) events. First, all of the reads were mapped to the reference genome for an intact alignment. Then, the unmapped reads were prepared for the next spliced alignment using the spliced alignment algorithm and the splice junctions were reported. Finally, we used both the mapping results and the known splice junctions to detect seven AS events according to Wang et al [42].

### Detection of Putative SNPs

We used SOAPsnp software to detect SNPs in the four samples based on the massively parallel Illumina GA technology. SOAPsnp is a member of the SOAP (Short Oligonucleotide Analysis Package) software [54]. The program calculates the likelihood of each genotype at each site based on the alignment of short reads to a reference sequence together with the corresponding sequencing quality scores. It then infers the genotype with highest posterior probability at each site based on Bayes' theorem (the reverse probability model). Thus, we have taken into account the intrinsic bias or errors that are common in Illumina GA sequencing data and recalibrated the quality values for use in inferring consensus sequence. The SNP detection stringency conditions were as follows: (1) at least two unique mapping reads that support the polymorphic nucleotide and (2) quality score ≥20.

### Validation of differentially expressed genes

To validate the sequence results, 15 genes that were specially or highly expressed in one of the four samples were selected and normalized to β-actin via the quantitative real-time PCR (qRT-PCR) method. Total RNA (1.0 µg from tested tissues) was reverse-transcribed to cDNA using the PrimeScript RT reagent Kit with gDNA Eraser according to the manufacturer's instructions. Primers were designed and are shown in Table_S13. qRT-PCR was performed using a Bio-Rad CFX 96 Real Time Detection System and SYBR Green PCR Master Mix in a 20 µl reaction. The relative gene expression values were calculated using the 2^−ΔΔCt^ method.

## Supporting Information

Figure S1 **The expression of genes in the four adipose tissue patterns detected by RT-qPCR and RNA-seq.**
(DOC) Click here for additional data file.

Figure S2 **GO analysis for the other 46 genes expressed over 500 RPKM.**
(TIF) Click here for additional data file.

Figure S3 **Genes changed in the PPAR signaling pathway from fetal to adult period.**
(TIF) Click here for additional data file.

Table S1 **Genes commonly and highly expressed in the four adipose tissues.**
(XLS) Click here for additional data file.

Table S2 **Gene Ontology assignment for diferentially expressed gene between adipose tissue of fetal bovine and adiose tissue of adult bovine.**
(XLS) Click here for additional data file.

Table S3 **Gene Ontology assignment for diferentially expressed gene between adipose tissue of adult bovine and adiose tissue of adult steer.**
(XLS) Click here for additional data file.

Table S4 **Gene Ontology assignment for diferentially expressed gene between adipose tissue of adult bovine and adiose tissue of adult heifer.**
(XLS) Click here for additional data file.

Table S5 **Gene Ontology assignment for diferentially expressed gene between adipose tissue of adult bovine and adiose tissue of adult steer.**
(XLS) Click here for additional data file.

Table S6 **List of KEGG pathway categories for differentially expressed genes between adipose tissue of fetal bovine and adiose tissue of adult bovine.**
(XLS) Click here for additional data file.

Table S7 **List of KEGG pathway categories for differentially expressed genes between adipose tissue of adult bull and adiose tissue of adult steer.**
(XLS) Click here for additional data file.

Table S8 **List of KEGG pathway categories for differentially expressed genes between adipose tissue of adult bull and adiose tissue of adult heifer.**
(XLS) Click here for additional data file.

Table S9 **List of KEGG pathway categories for differentially expressed genes between adipose tissue of adult heifer and adiose tissue of adult steer.**
(XLS) Click here for additional data file.

Table S10 **List of the putative SNPs in adipose tissue of fetal bovine.**
(XLS) Click here for additional data file.

Table S11 **List of the putative SNPs in adipose tissue of adult bull.**
(XLS) Click here for additional data file.

Table S12 **List of the putative SNPs in adipose tissue of adult heifer.**
(XLS) Click here for additional data file.

Table S13 **List of the putative SNPs in adiose tissue of adult steer.**
(XLS) Click here for additional data file.

# Supplementary material for: Characterization of Transcriptional Complexity during Adipose Tissue Development in Bovines of Different Ages and Sexes
**Source:** PLoS One. 2014 Jul 1;9(7):e101261. doi: 10.1371/journal.pone.0101261
**Supplement:** Figure S1 — The expression of genes in the four adipose tissue patterns detected by RT-qPCR and RNA-seq.

**
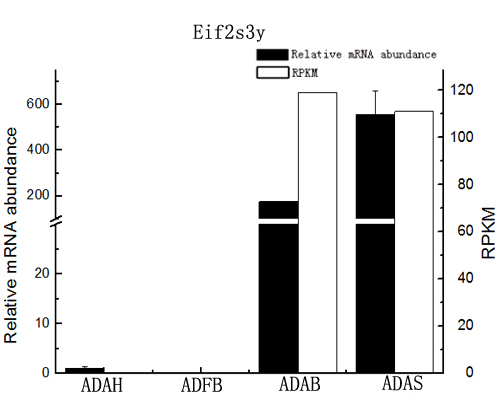

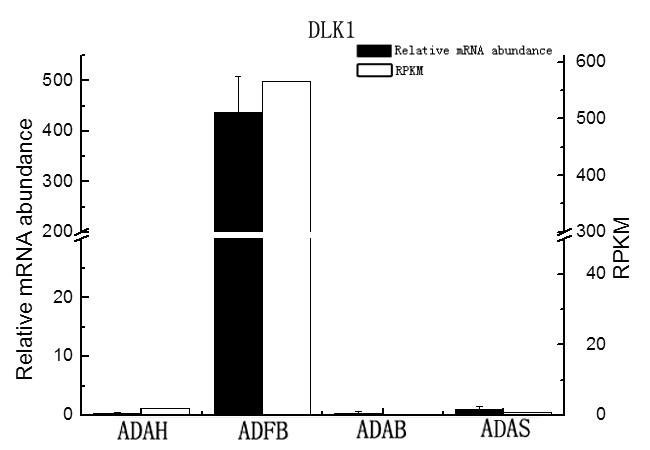

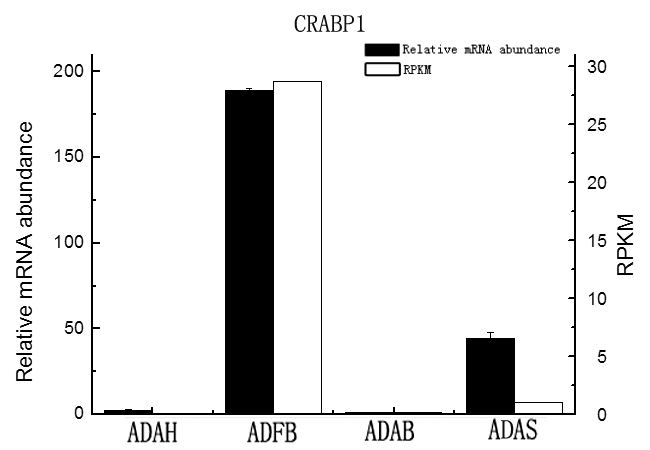

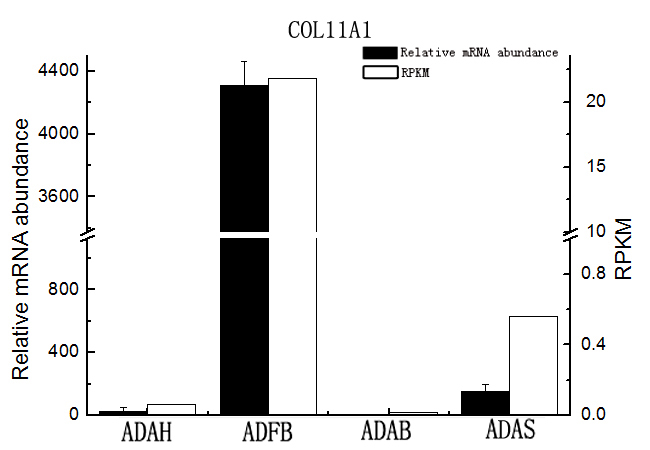

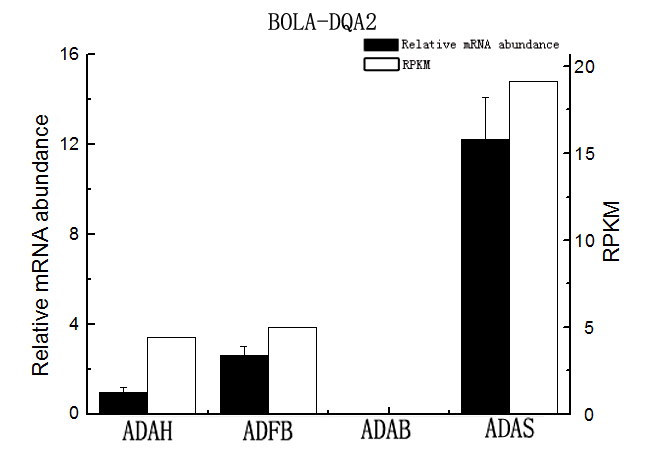

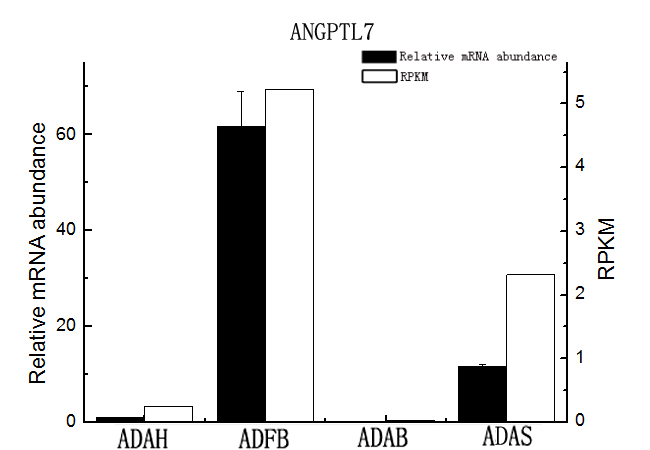

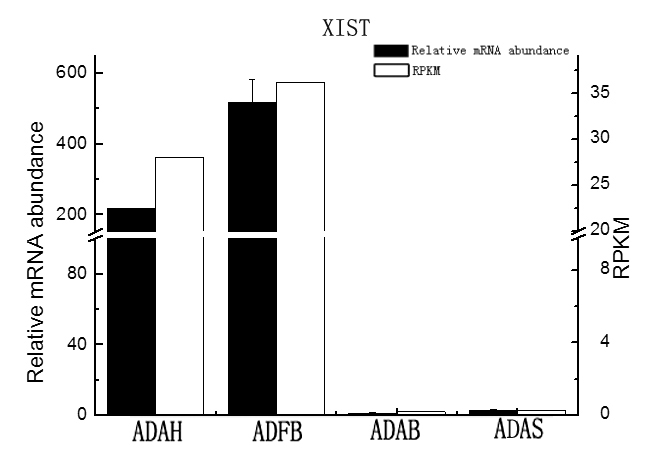

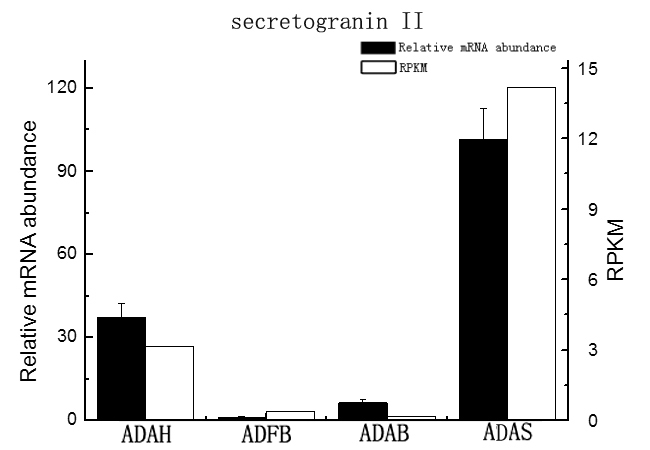

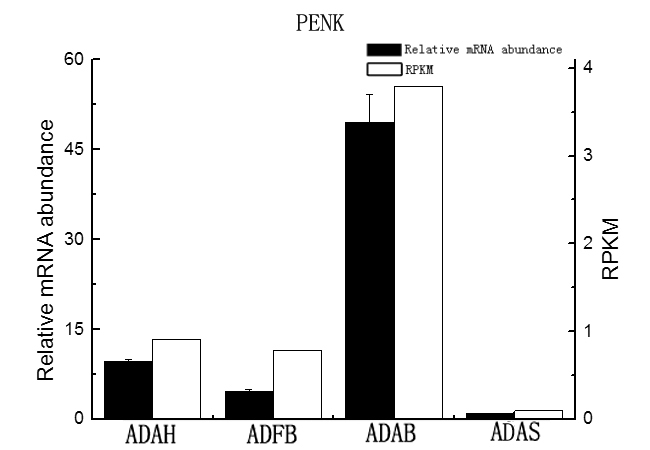

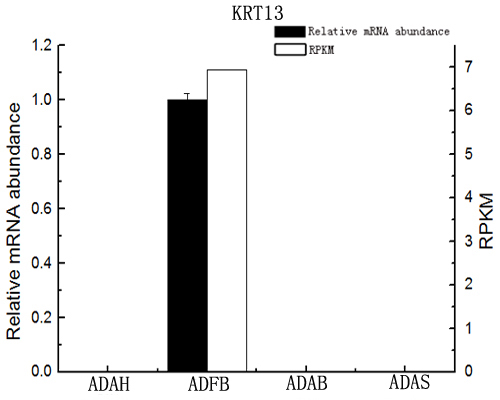

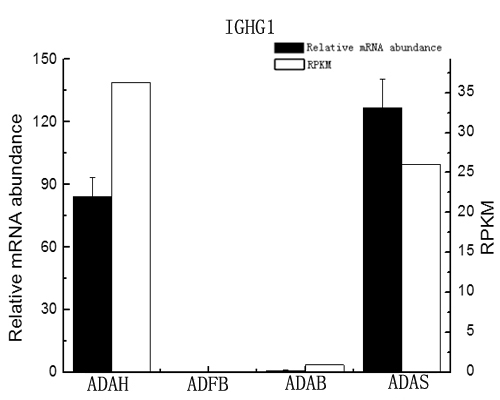

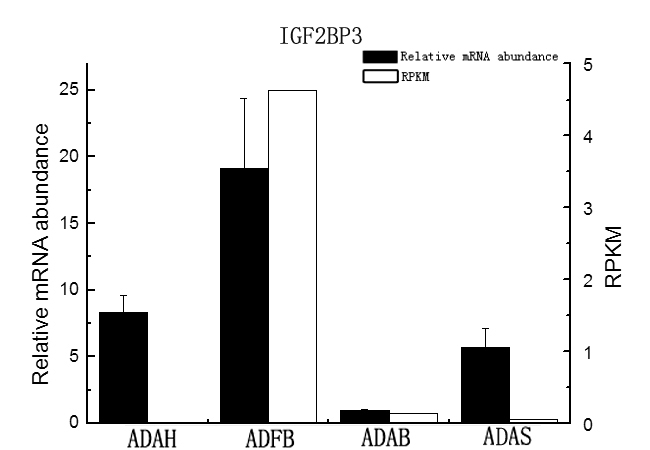

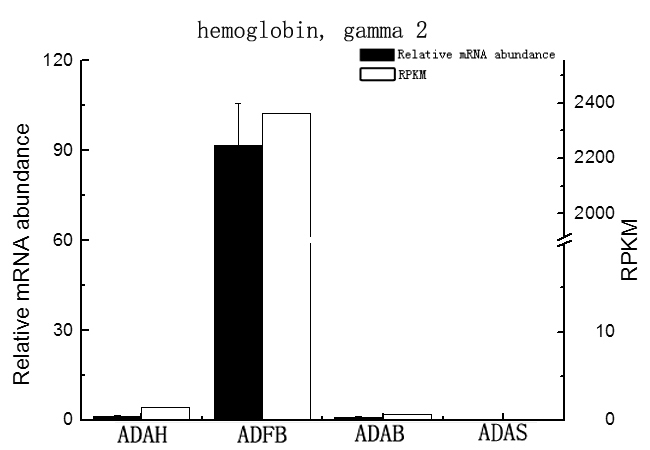

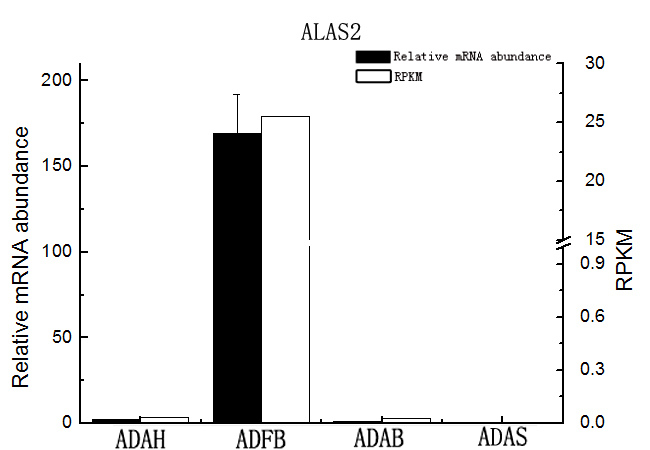

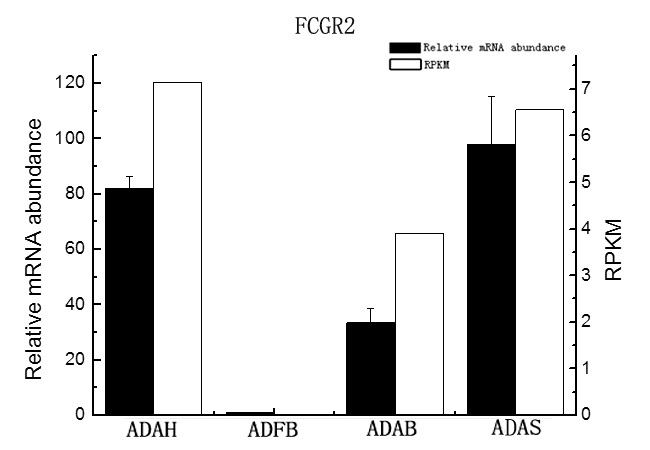
**

**Figure S1 The expression of genes in the four adipose tissue patterns detected by RT-qPCR and RNA-seq.**

How the deposited data were processed for this re-analysis (not part of the article)

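Subcutaneous adipose tissue of Qinchuan cattle was measured by RNA sequencing in 4 libraries, ATFB, ATAB, ATAH and ATAS, each made from the pooled tissue of 5 animals. Each group had 1 library and there were no replicates.

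The authors removed adaptor, redundant and low-quality reads and aligned the rest with SOAPaligner, with no mismatch first and with fewer than 3 mismatches next. The paper names the bosTau7 genome as the reference, whereas the deposited count values are raw counts of uniquely matched reads on UniGene clusters, with a dash where no read matched, which was read as 0. The deposited RPKM values are the counts per kilobase of the cluster's sequence and per M of counted reads, computed by the authors, and were checked to equal that formula. The authors also deposited the percent of each sequence covered by reads, which was used here for the median coverage only. The deposited sequence file holds 45364 sequences, of which 8991 have no counts, and served to name the clusters.

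A cluster took its symbol from the RefSeq accession in its header (3446 clusters), from a symbol written in the header (1584) or from a full gene name matched by hand (120). The remaining 31223 clusters were kept without a symbol. The 5150 named clusters carry 5120 symbols, and 27 symbols had more than 1 cluster, of which the one with the most reads over the 4 libraries was taken as the gene. No genome came with the data, so no positions are given.

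Depth was 15.3 M counted reads in ATFB, 16.1 M in ATAB, 15.6 M in ATAH and 15.6 M in ATAS. Ratios used the library totals, with counts under 3 reads raised to 3 for a fold or a log2 ratio, and 0 reads set to 1 read for the ratio of a call. Intervals at a confidence level of 95% were exact Clopper-Pearson intervals, and those of medians came from resampling the reads 1000 times, or 200 times for the distances between adult libraries. They were moved to lie around the observed value, a step chosen after the unmoved intervals were seen to leave out some observed values, because resampling adds noise of its own. They cover counting error only and say nothing of the spread between animals or pools.

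For each of the 6 pairs of libraries, an exact two-sided binomial test was applied to every cluster with at least 1 read in the pair, with Benjamini-Hochberg adjustment and the thresholds of the paper's methods, an FDR of 0.001 or less and a log2 ratio of 1 or more in size. ATFB was compared with the 3 adult libraries together by the edgeR quasi-likelihood test with TMM normalization factors and the filterByExpr filter, at the same thresholds. High expression was 500 RPKM or more and medium expression 10 RPKM or more, as in the paper. The distance between 2 adult libraries was the median absolute log2 ratio of RPKM. The median log2 ratio of a gene list was set against 10000 random lists of the same size drawn from 20 bins of mean expression, as a description of these libraries, and a list with under 80% of its genes named was given no median. The one exception is the median of the 4 named ribosomal genes of Table S1, which is a value of these 4 genes and not of the list of 63. Versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

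The genes named in the text are those the paper names, those of the gene lists and, for each pair of libraries, the 2 called genes with the largest rise and the 2 with the largest fall among the genes with a symbol and at least 100 reads in 1 of the 2 libraries. The collagen genes COL1A1, COL1A2 and COL3A1 fall outside this rule in part, and were chosen after their values were seen. The lists fixed before the data were examined are the transcription factors of Figure 6, the adipokines of Figure 7, the qRT-PCR genes of Figure S1, genes named in the discussion, genes of Table S1, and lists for Y-linked genes, sterol biosynthesis, fatty acid synthesis, the major histocompatibility complex, adipocytes, brown adipocytes, skeletal muscle, erythroid cells, skin epithelium, lymphocytes, proliferation, immediate-early genes and the mitochondrial genome. Lists of glucocorticoid-responsive and fatty acid oxidation genes were added after the sterol genes had been seen, and before their own values were.

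The alternatives set before the data were examined were TMM factors, scaling by ACTB, a filter at 1 RPKM, an FDR threshold of 0.05, an edgeR exact test with an assumed biological coefficient of variation of 0.2 and of 0.4, and 1 cluster per symbol for the pairs; the DESeq2 Wald test, the edgeR likelihood ratio test, the calls shared by the 3 pairs with ATFB, an FDR threshold of 0.05, no filter beyond 1 read and the omission of each adult library for the stages; TMM factors, a mean of at least 1 or 50 RPKM and summed reads of a symbol's clusters where they apply. Library totals without the clusters at 500 RPKM or more, and the clusters described as ribosomal proteins, were added after the data were seen.

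The tests were tried on simulated data in which 200 clusters were changed. These clusters were drawn from those with more reads, and their changes were larger than the threshold of a call. In the trials of the binomial test and of the lists, reads varied by sampling alone. The quasi-likelihood trials used the same spread for all clusters. The rates of called clusters thus say nothing of clusters with few reads, of changes near the threshold or of a spread that differs between clusters. The binomial test called 195 to 200 of them over the 6 pairs (195 of 200 among 32874 clusters in the pair with the fewest) and 0 unchanged clusters. The quasi-likelihood test called 191 of 200 at a simulated biological coefficient of variation of 0.2 among 24525 clusters, 141 of 200 at 0.3 among 24799 clusters, and 0 unchanged clusters. Of 100 unchanged lists drawn from 5120 genes, 6 lay outside the central 95% of random lists, and 100 of 100 doubled lists lay above it. Alternative splicing, transcript units and SNPs were not analysed, since the deposited values are per cluster and hold no reads. GO terms and pathways were not analysed here.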

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

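The test on the keratin genes was chosen only after the result was seen, and the other tests in this part were fixed beforehand.

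Immediate-early genes, which are induced quickly by many stimuli, were higher in ATAH and ATAS than in ATAB. Of a list of 17, 16 had a named cluster, and all 16 were higher than in ATAB in both libraries, with median log2 ratios of 1.50 in ATAH, where 13 were called, and 1.88 in ATAS, where 14 were called. With TMM factors 12 were called in each, and with ACTB 12 and 14. Both medians lay above all 10000 random lists matched on mean expression. EGR1 had 62.2 RPKM in ATAB, 249 in ATAH and 359 in ATAS, JUNB had 49.7, 271 and 404, and ZFP36 had 201, 564 and 864. Against ATFB the median was 0.30 in ATAB. FOS, FOSB, JUN and KLF6 of this list are also among the genes of Figure 6. Scaling by library totals is argued against as the whole cause, since the lowest median to ATAB under TMM factors or ACTB was 1.23, although with TMM factors 1 of the 16 genes was no longer higher in ATAH. Library size differs little among the 4 libraries. Gene length acts alike on both sides of a ratio. What stays open, and was not tested, is the time and order of tissue collection, cells other than adipocytes in the pools, and sex and castration, which are confounded with the library. A difference in handling or stress at slaughter may be behind the pattern, as may hormones.

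The Y-linked genes DDX3Y and OFD1Y, which the paper does not report on, had no reads in ATFB. DDX3Y had 234 reads in ATAB, 2 in ATAH and 298 in ATAS, and OFD1Y had 125, 0 and 293. The paper shows EIF2S3Y, the third Y-linked gene with a named cluster, in Figure S1. At the mean level of ATAB and ATAS, DDX3Y and OFD1Y together would have had 459.9 reads in ATFB, and 0 were found, which is 0% of that level and allows up to 0.652%. The explanation tested was that the fetal pool held no or few male fetuses. The 0% is the pattern itself written as a percent, so this test could not have gone against that explanation. At the adult level of these genes, 1 male among 5 fetuses with an equal share of the pool would have given 92.0 reads. XIST, which was not part of the test, goes the same way, at 36.3 RPKM in ATFB against 28.1 in ATAH. Y-linked genes that are silent in fetal fat were not tested and stay open. If the fetuses were female, the comparisons of ATFB with ATAB and ATAS compare sex as well as age, and the deposited labels give no sex for the fetuses.

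Keratin genes had reads in ATFB and almost none in the adult libraries. KRT14 had 147 reads in ATFB against 0, 2 and 2 in ATAB, ATAH and ATAS, KRT17 had 99 against 0, 0 and 2, and KRT15 had 129 against 0, 2 and 0. The paper shows KRT13 among its qRT-PCR genes. Of a skin epithelium list of 12 genes, 10 had a named cluster, and 5 of the 10, namely KRT13, KRT14, KRT15, KRT17 and DSP, were called higher in ATFB than in each adult library. As 4 of these 5 are keratins like those that prompted the test, the count restates the pattern and decides nothing about skin or another keratin-rich epithelium in the fetal samples. The median log2 ratios of the list to ATFB were -3.20 in ATAB, -3.41 in ATAH and -2.51 in ATAS. KRT10, an abundant keratin of mature skin, did not follow, with 3.44 RPKM in ATFB and 2.88, 3.05 and 2.01 in ATAB, ATAH and ATAS. SFN had 26 reads in ATFB and 0, 8 and 1 in the same order, and PKP1 had 26 against 1, 4 and 8, both lower in each adult library. PERP had 4.93 RPKM in ATFB and 5.44, 1.06 and 1.92 in the same order, lower in ATAH and ATAS and not in ATAB. TP63 had 7 reads in ATFB and 14, 4 and 0 in the others. KRT1 and KRT5 had no named cluster. A share of epithelium in the fetal samples, expression of these genes by fetal fat itself, and the closer contact of skin and fat in a fetus stay open. The 10 genes held 0.00679% of the reads in ATFB, and the share of epithelial tissue that this stands for is unknown.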

How the results depend on the processing

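The choices named here were made before the data were examined, apart from 2 that are said to have been chosen after seeing the data. No paired analysis was possible because each group has 1 library of pooled animals and the labels carry no numbers that pair them. Leaving out a replicate was possible among the adult libraries alone.

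Calls between 2 libraries depend most on the spread assumed. An edgeR exact test with a biological coefficient of variation of 0.2 called 2652, 3367 and 3906 clusters for ATFB with ATAB, ATAH and ATAS, and 212, 420 and 116 for ATAB with ATAH, ATAB with ATAS and ATAH with ATAS, against 7704, 8209, 8972, 1819, 2942 and 1021 with read sampling alone. At 0.4 it called 184, 229, 278, 13, 5 and 12, and the order of the adult pairs was not kept. These settings raise the variance by construction, and their calls were all among those of the binomial test. With 1 cluster per symbol, which drops the unnamed clusters, 1385, 1704, 1828, 406, 762 and 234 were called. At an FDR threshold of 0.05, the adult pairs rose to 3308, 4456 and 1972, and the pairs with ATFB stayed within 1.5 times. TMM factors, ACTB and the filter at 1 RPKM left all 6 counts within 1.5 times.

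The share of higher and lower calls depends on the scaling and on which clusters are counted. With 1 cluster per symbol, the share higher in ATAB, ATAH and ATAS than in ATFB was 63.5%, 75.2% and 78.8%, and that of ATAS to ATAH was 62.0%. With a coefficient of 0.2 it was 66.5% for ATAH to ATAB and 37.9% for ATAS to ATAH, and with 0.4 it was 53.3% for ATAB to ATFB. TMM factors moved the log2 ratio of every cluster by 0.18, -0.10 and -0.12 for ATAB, ATAH and ATAS to ATFB, and by -0.28 and -0.29 for ATAH and ATAS to ATAB. ACTB moved the first 3 by -0.24, -0.27 and -0.25. The share of calls higher in ATAB than in ATFB was 42.1%, 53.2% with TMM factors and 29.4% with ACTB. For ATAH to ATFB it was 58.6% and 42.7% with ACTB, and for ATAS to ATFB 59.6% and 46.0%. For ATAH to ATAB it was 77.1% and 48.8% with TMM factors, and for ATAS to ATAB 78.6% and 49.2%. With library totals that leave out the clusters at 500 RPKM or more, chosen after seeing the data, it was 58.8% and 51.4%, and 38.3% against 50.7% for ATAS to ATAH, while the 6 counts stayed within 1.5 times. These totals moved every log2 ratio by -0.18 for ATAS to ATFB, and by -0.18 and -0.28 for ATAH and ATAS to ATAB.

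The clusters called in all 3 adult comparisons numbered 103, and 168 at an FDR threshold of 0.05, 4 and 0 at a coefficient of 0.2 and 0.4, and 32 with 1 cluster per symbol. Those called in all 6 comparisons numbered 22, and 0 at both coefficients and 10 with 1 cluster per symbol. The quasi-likelihood test of the stages gave 0 clusters at an FDR of 0.001 (9580 with an unadjusted p under 0.05), and 4558 at 0.05, 2362 by the likelihood ratio test, 1756 of 17648 by the DESeq2 Wald test, 73 without the filter, and 4687 called in the same direction in the 3 pairs with ATFB. On simulated data of this design the quasi-likelihood test did make calls, so the number of libraries alone does not fix the count at 0; the cause was not tested. Without each adult library in turn, 11134 to 11711 clusters had a log2 fold change of 1 or more in size, with no test, and 9435 of the 11280 with all libraries kept their direction and size in every case.

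With 1 cluster per symbol, 35, 41, 34 and 38 genes reached 500 RPKM in ATFB, ATAB, ATAH and ATAS and 14 did in all 4, because the unnamed clusters drop out; TMM factors kept these counts within 1.5 times. The median log2 ratio of the 4 named ribosomal genes, 1.91 of ATFB to the adult mean, was 2.16 with ACTB, 1.85 to 1.98 without each adult library in turn, and 1.86 over the clusters described as ribosomal proteins, chosen after seeing the data.

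The distances of 0.315, 0.432 and 0.236 for ATAB with ATAH, ATAB with ATAS and ATAH with ATAS were 0.266, 0.355 and 0.232 with TMM factors, 0.407, 0.496 and 0.303 at a mean of 1 RPKM or more, and 0.287, 0.435 and 0.260 at 50 RPKM or more, in the same order.

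The medians to ATFB of the adipocyte list, the transcription factors of Figure 6 and the proliferation list kept their direction under TMM factors, ACTB and summed reads. The sterol median of ATAH to ATAB, 0.15, was -0.12 with TMM factors. To ATFB in ATAB, ATAH and ATAS, the adipocyte list had 2.90, 2.85 and 2.45 with TMM factors and 2.49, 2.67 and 2.32 with ACTB, and the transcription factors of Figure 6 had 0.88, 0.94 and 0.87 with TMM factors and 0.47, 0.77 and 0.74 with ACTB. Summed reads gave the latter 1.16 in ATAH and 1.12 in ATAS. The proliferation list in ATAB had -0.74 with TMM factors and -1.15 with ACTB. These moves follow from the shift of all clusters by the scaling, and those with summed reads from STAT5B.

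Of 133 gene ratios in the text, 129 kept their direction and their side of the threshold with TMM factors and 128 with ACTB. With TMM factors 3 became weaker and 1 reversed, and with ACTB 3 became weaker, 1 stronger and 1 reversed. The reversed one is SREBF2 in ATAS to ATFB, at -0.0023 with TMM factors and -0.14 with ACTB. The weaker ones are of KLF6, SREBF1, FADS2 and VEGFA, and the stronger one is of ACLY. Of 5 ratios of genes with 2 clusters, 3 became stronger with summed reads, all of STAT5B. Summed reads were judged by the unadjusted p of the exact binomial test in place of the FDR. Depth limits ratios of genes with few reads, and a gene with 3 reads or fewer in a library has a bound in place of a fold.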

Differences from the paper's values

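The paper's text gives 3188, 3903 and 4167 genes differing between ATFB and ATAB, ATAH and ATAS, where 7704, 8209 and 8972 clusters were called here. Of the alternatives set before the data were examined, the edgeR exact test with an assumed biological coefficient of variation of 0.2 came within 1.5 times of the paper's values, with 2652, 3367 and 3906, and the other 6 did not. For ATAB with ATAH, ATAB with ATAS and ATAH with ATAS, the paper gives 847, 1464 and 495 and 1819, 2942 and 1021 were called here, and none of the 7 alternatives came within 1.5 times. The paper counts genes, and here clusters are counted.

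The paper gives 2703 genes between the 2 stages by edgeR, where the quasi-likelihood test gave 0. The edgeR likelihood ratio test, set before the data were examined, gave 2362, within 1.5 times, and the other 4 alternatives did not come within it.

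The paper's text gives 169 highly expressed genes in ATAH and 107 clusters were found here. Neither TMM factors nor 1 cluster per symbol closed the gap. The counts of ATFB, ATAB, ATAH and ATAS found here, 172, 135, 107 and 112, equal those of the paper's Table 2, and so do the clusters with reads, 31236, 31003, 31883 and 31508. The paper gives 109 highly expressed genes in common and 58 clusters were found here, and neither alternative closed the gap. The paper gives 12233 genes expressed and 36373 clusters had a read here, with no alternative tried.

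The paper gives 57 genes that differ among the 3 adult tissues and 103 clusters were called here in all 3 comparisons, with no alternative within 1.5 times. The paper gives 38 genes that differ among all 4 tissues and 22 clusters were called in all 6 comparisons. TMM factors, with 26, and an FDR threshold of 0.05, with 31, came within 1.5 times, and the other 5 alternatives did not.

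The paper's text gives an average of 27 clean reads per library in units of 1000 M. Its Table 1 gives 26.6 M, 27.1 M, 27.0 M and 26.3 M total reads for ATFB, ATAB, ATAH and ATAS, so the value in the text matches the table in units of M. On that scale an average of 15.6 M reads was counted on clusters here, against the paper's 27 M, with no alternative tried. Table 1 of the paper gives 20448151, 21579397, 22044040 and 21119926 uniquely matched reads for ATFB, ATAB, ATAH and ATAS, and the counted reads are within 1.5 times of these.

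The axis of EIF2S3Y in Figure S1 shows about 120 in ATAB and about 110 in ATAS, read by eye. On the scale of reads the values here are 119 and 111, and as RPKM they are 6.82 and 6.60.

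The discussion states that the ribosomal protein genes are reduced in fetuses, while the results state that they are higher there. Here RPL19 had a log2 ratio of -1.68, -1.79 and -1.63 in ATAB, ATAH and ATAS to ATFB, lower in each adult library. The paper states that NAMPT was significantly higher in ATAS than in ATAB. Here its log2 ratio was 0.95 and it was not called, since calls needed a ratio of at least 1. The paper states that PPARD increased significantly from fetuses to adults. Here its FDR in the quasi-likelihood test was 0.0185, above the threshold of 0.001, and 0.000485 in the likelihood ratio test.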

Other observations

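The tests of the ribosomal list were fixed before the data were examined. The gene lists of this part and their alternatives with TMM factors and ACTB were also fixed then. The exceptions are the glucocorticoid and fatty acid oxidation lists, which were added after the sterol genes had been seen. The other tests of explanations in this part were chosen only after the result was seen.

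The 63 ribosomal protein genes of Table S1 could not be tested as a list, since 6.35% of them had a named cluster, against the 80% needed. For the 63 genes as a set, scaling by library totals and a general rise of abundant genes in ATFB were not decided, because too few are named. The 13 clusters described as ribosomal proteins with at least 100 reads speak to the first, and to the second in part. Their lowest median log2 ratio of ATFB to an adult library under TMM factors or ACTB was 1.50, which argues against scaling as the whole cause. Their medians of ATFB to ATAB, ATAH and ATAS were 1.68, 1.87 and 1.89, each at percentile 100 of random lists matched on mean expression. The central 95% of these lists reached 0.92 at most, which argues against a general rise across the matched bins as the whole cause. Only 241 clusters reached 500 RPKM in any library, and the highest of the 20 bins also holds many clusters under that level. The lists therefore cannot decide on a rise of the most abundant clusters alone. Sex is argued against as the whole cause, since ATFB and ATAH both show a female pattern, with 36.3 and 28.1 RPKM of XIST and at most 2 reads of any named Y-linked gene, while all 13 clusters were higher in ATFB than in ATAH and the lowest median of this pair over the library totals, TMM factors and ACTB was 1.87. A part of sex in the difference to ATAB and ATAS is not excluded. Age is confounded with the library, and a higher share of dividing cells in fetal tissue may be one reason and was not tested.

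Most clusters called between ATAB and ATAS were higher in ATAS. The 241 clusters at 500 RPKM or more in any library held 42.2% of the reads in ATAB, 38.2% in ATFB, 34.4% in ATAH and 29.9% in ATAS. With these clusters left out of the library totals, the share of calls higher in ATAS went from 78.6% to 51.4%. This moves every log2 ratio alike by -0.28, and TMM factors, which move them by -0.29, gave 49.2%, so the change in the share does not show that the abundant genes are its cause. Shares of reads do not separate a fall of these clusters from a rise of the others, and the cause stays open. Among the abundant genes, chosen after their values were seen, the collagens were higher in ATAB. COL1A1 had 3412 RPKM in ATAB, 639 in ATAH and 1035 in ATAS, COL1A2 had 1866, 403 and 572, and COL3A1 had 2903, 766 and 676. Whether this comes from sex, from castration or from more connective tissue in the sampled fat was not tested.

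The sterol biosynthesis genes that were lower in ATAS than in ATAH were also lower in ATAS than in ATAB, 21 of 21, with a median log2 ratio of -1.30 and 14 called, or 15 with TMM factors. Between ATAB and ATAH the median was 0.15 and no gene was called. Scaling is argued against, since the highest median of ATAS to ATAB or ATAH under TMM factors or ACTB was -1.32. A fasting-type switch to fatty acid oxidation in the steers was not decided. The median of 12 fatty acid oxidation genes in ATAS, of which 11 had enough reads, was -0.19 to ATAB and -0.03 to ATAH, with the lower of the 2 percentiles among random lists at 0.645, but the genes went both ways. CPT1A had 12.6, 16.3 and 32.7 RPKM in ATAB, ATAH and ATAS, ANGPTL4 had 62.2, 153 and 131, and DECR1 had 92.1, 48.3 and 32.0. A stronger glucocorticoid response in the steers missed its test narrowly. All 9 genes of that list were higher in ATAS than in ATAB, with a median of 1.35, and 8 of 9 were higher than in ATAH, with a median of 0.38, at percentile 97.3, while the test needed a median above the central 95% of random lists in both comparisons. The list was also higher in ATAH than in ATAB, with a median of 0.96, where the sterol median was 0.15, or -0.12 with TMM factors. The narrow miss by itself does not count against such a response. The rise of the list from ATAB to ATAH without a clear fall of the sterol genes counts against it as the whole cause. A part of such a response in the pattern is not excluded. Castration, feeding and the time since the last meal are confounded with the library and were not tested.

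Genes of the major histocompatibility complex were compared one by one, since 10 of 18 had a named cluster. BOLA-DRA had 79.8 RPKM in ATFB, 194 in ATAB, 274 in ATAH and 558 in ATAS, and CD74 had 206, 624, 899.7 and 1663. Not all genes rose in this way. Of the 10, 4 were higher and 6 lower in ATAB than in ATFB, with 3 called higher and 4 called lower. All 10 were higher in ATAS than in ATAB, and 8 were called. BOLA-NC1 had 63.6, 20.1, 73.6 and 30.3 RPKM in ATFB, ATAB, ATAH and ATAS. The genes of this complex vary between animals and resemble one another, so their counts are uncertain. Of a lymphocyte list of 12, 10 had a named cluster, with a median log2 ratio to ATAB of 0.89 in ATAH and 1.18 in ATAS, and 5 were called higher in ATAS, or 3 with TMM factors. PTPRC of this list had 2.17, 7.91, 9.59 and 16.8 RPKM in ATFB, ATAB, ATAH and ATAS.

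Of an erythroid list of 10, 5 had a named cluster. ALAS2 had 763 reads in ATFB and 1, 1 and 0 in ATAB, ATAH and ATAS, while CA2 had 3.66 RPKM in ATFB and 9.15 in ATAB. Of a brown adipocyte list of 10, 7 had a named cluster. UCP1 had 0, 0, 2 and 1 reads in ATFB, ATAB, ATAH and ATAS, and COX8B had 35.5, 11.4, 7.52 and 1.70 RPKM. Of a skeletal muscle list of 14, 8 had a named cluster, and ACTA1 had 2.53, 1.13, 3.90 and 1.47 RPKM. Of 12 Y-linked genes 3 had a named cluster, of the 13 genes of the mitochondrial genome none had, and of the 13 genes named in the discussion 6 had. Among these, CRP had 4, 8, 13 and 10 reads. Of the 46 other genes of Table S1, 18 had a named cluster, and SPARC had 4522, 8904, 5349 and 5633 RPKM in ATFB, ATAB, ATAH and ATAS.

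The unnamed cluster Bt.100765 had 57223 RPKM in ATAB, 37754 in ATAH, 33052 in ATAS and 17391 in ATFB. The 2 clusters of CRABP1 share no stretch of 25 bases, so the opposite patterns given for them belong to different sequences.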
